# Transcriptomic and Metabolomic Studies Reveal That Toll-like Receptor 2 Has a Role in Glucose-Related Metabolism in Unchallenged Zebrafish Larvae (*Danio rerio*)

**DOI:** 10.3390/biology12020323

**Published:** 2023-02-16

**Authors:** Wanbin Hu, Li Liu, Gabriel Forn-Cuní, Yi Ding, Alia Alia, Herman P. Spaink

**Keywords:** transcriptomics, metabolomics, glycolysis, glucose metabolism, *tlr2*, zebrafish

## Abstract

**Simple Summary:**

Toll-like receptor 2 (TLR2) has been demonstrated to participate in the progression of some metabolic disorders due to its role as a pro-inflammatory trigger. However, whether TLR2 plays a role in mediating metabolism under an unchallenged condition is still unknown. Therefore, we utilized zebrafish larvae as an in vivo model to investigate the metabolic control functions of TLR2 through transcriptomic and metabolomic approaches at a whole-organism level. We found that the concentration of glucose, lactate, succinate, and malate is higher in a *tlr2* mutant which is associated with lower expression of genes involved in the glycolysis and gluconeogenesis pathways. These results demonstrate that *tlr2* plays a role in controlling glucose metabolism homeostasis.

**Abstract:**

Toll-like receptors (TLRs) have been implicated in the regulation of various metabolism pathways, in addition to their function in innate immunity. Here, we investigate the metabolic function of TLR2 in a larval zebrafish system. We studied larvae from a *tlr2* mutant and the wild type sibling controls in an unchallenged normal developmental condition using transcriptomic and metabolomic analyses methods. RNAseq was used to evaluate transcriptomic differences between the *tlr2* mutant and wild-type control zebrafish larvae and found a signature set of 149 genes to be significantly altered in gene expression. The expression level of several genes was confirmed by qPCR analyses. Gene set enrichment analysis (GSEA) revealed differential enrichment of genes between the two genotypes related to valine, leucine, and isoleucine degradation and glycolysis and gluconeogenesis. Using ^1^H nuclear magnetic resonance (NMR) metabolomics, we found that glucose and various metabolites related with glucose metabolism were present at higher levels in the *tlr2* mutant. Furthermore, we confirmed that the glucose level is higher in *tlr2* mutants by using a fluorometric assay. Therefore, we have shown that TLR2, in addition to its function in immunity, has a function in controlling metabolism during vertebrate development. The functions are associated with transcriptional regulation of various enzymes involved in glucose metabolism that could explain the different levels of glucose, lactate, succinate, and malate in larvae of a *tlr2* mutant.

## 1. Introduction

Toll-like receptor 2 (TLR2) is one of the most well-characterized pattern recognition receptors (PRRs) and is ubiquitously expressed on the different types of immune cells [1,2]. TLR2 forms a heterodimer with TLR1 or 6 to recognize pathogen-associated molecular patterns (PAMPs) of invading microbial pathogens [3,4,5]. In addition, TLR2 can also sense damage-associated molecular patterns (DAMPs) released by damaged tissue, lysing cells, or disrupted extracellular matrix [6,7]. As soon as TLR2 or its heterodimers bind with PAMPs or DAMPs, adaptor proteins MYD88 and TIRAP (also called MAL) can be recruited to subsequently activate the intracellular NF-κB signaling pathway to induce cytokines and chemokines secretion [2,3,4]. Therefore, the focus of studies of TLR2 has been mainly linked to its pro- or anti-inflammatory functions, with little attention to proposed roles in physiological processes such as glucose metabolism [2].

A wide range of molecular and cellular processes, including transcription, translation, and biosynthesis, are dependent on glucose metabolism [8,9,10,11,12]. Macrophages and dendritic cells upon LPS infection show increased aerobic glycolysis, which is crucial for regulating the activation of these cells [13]. In tuberculosis (TB) studies, aerobic glycolysis metabolism is increased, and the activity of the citric acid cycle is decreased as soon as the macrophages are activated and changed into a pro-inflammatory M1 phenotype upon *Mycobacterium tuberculosis* infection [14]. Notably, TLR2 has been demonstrated to be involved in this process [15]. In addition, monocarboxylate transporter 4 (MCT4), which exports cellular lactate, is upregulated by TLR2 in macrophages [16]. It has been demonstrated that hypoxia-inducible factor 1 alpha (HIF1A) can be induced through LPS stimulated- TLR4 signaling, which ultimately regulates the expression of metabolic genes such as the phosphoglycerate kinase 1 (*Pgk1*) and glucose transporter 1 (*Glut1*) genes [17,18]. However, the role of TLR2 in glucose metabolism and the regulation of glucose transporters is still unclear.

Zebrafish larvae have been demonstrated to be a good model organism for investigating metabolism [19,20,21]. Because zebrafish can produce a large number of offspring, it makes them suitable for use in high-throughput screening methods [22,23,24]. In addition, the small body size of zebrafish larvae makes them suitable for omics studies of the whole organism. The TLR signaling pathway is highly conserved between mammals and zebrafish [25]. We previously demonstrated that a synthetic triacylated lipopeptide Pam3CSK4, which is a mammalian TLR2 ligand that can specifically activate the zebrafish Tlr2 pathway, induced the upregulation of *fosl1a* and *cebpb* [26]. Furthermore, the function of *tlr2* in innate immune responses has been characterized in zebrafish [27,28,29]. In our previous paper, we found that *tlr2* regulates leukocyte migration upon tissue wounding and mycobacterial infection [28,29]. In addition, we also found that a mutant in *tlr2* showed a large difference in the transcription level of genes involved in glycolysis as compared to heterozygote control zebrafish larvae under unchallenged condition [27]. This is unexpected since the function of *tlr2* has only been investigated in inflammation. Therefore, we further investigated the function of the *tlr2* in glucose metabolism in this study using further outbred animals and homozygous controls.

We used RNA deep sequencing (RNAseq) to identify a set of genes involved in metabolism that is significantly altered in gene expression in *tlr2* mutant larvae compared to the wild type controls under an unchallenged condition. The ^1^H nuclear magnetic resonance (NMR) metabolomics was used to study metabolic changes between these homozygous genotypes. The NMR analysis identified many differences in small metabolites that are important for energy homeostasis. In addition, we quantified glucose levels using a fluorometric method. We discuss how changes in gene expression could explain the observed difference in metabolite levels between *tlr2* mutant and wild type larvae.

## 2. Materials and Methods

### 2.1. Zebrafish Maintenance and Samples Collection

All zebrafish were handled in compliance with the local animal welfare regulations and maintained according to standard protocols (zfin.org). The culture of zebrafish with mutations in immune genes was approved by the local animal welfare committee (DEC) of the University of Leiden (protocol 14,198). All protocols adhered to the international guidelines specified by the EU Animal Protection Directive 2010/63/EU.

The *tlr2^sa19423^* (further referred as *tlr2^−/−^* or *tlr2* mutant) line (ENU-mutagenized) was obtained from the Sanger Institute Zebrafish Mutation Resource (Hinxton, Cambridge, UK) and shipped by the zebrafish resource Center of the Karlsruche Insititue of Technology. *Tlr2* mutant and *tlr2* wild type fish were screened and raised as previous publications [27,28]. Homozygote carriers of the mutations were all outcrossed more than five times against wild type (ABTL strain). Homozygote mutants and their wild type control were used in this study. Three pairs of 2-year-old *tlr2^+/+^* or *tlr2^−/−^* zebrafish were bred by a single cross. Subsequently their offspring were collected at 5 days post fertilization (dpf). To link the results from RNAseq sequencing and NMR spectroscopy, the *tlr2* zebrafish larvae from one single cross were divided into two tubes for preparing the samples of RNAseq and NMR spectroscopy (Figure 1A).

### 2.2. RNA Isolation, cDNA Synthesis and qPCR

To perform the deep sequencing and qPCR, the extraction of total RNA from 5 dpf zebrafish larvae in *tlr2* wild type and *tlr2* mutant groups using TRIzol Reagent (Life Technologies, Carlsbad, CA, USA) according to the manufacturer’s instructions. To remove the DNA contamination, DNase treatment was conducted by using the kit (Thermo Fisher Scientific, Waltham, United States). RNA integrity and concentration detection and the synthesis of cDNA were conducted according to the methods described by Yang et al. [26]. Subsequently, we performed qPCR on a CFX96TM Touch Real-Time PCR Detection (Bio-Rad Laboratories, Inc., Hercules, CA, USA to quantify the gene expression profiles in the glucose metabolism pathway from *tlr2* wild type and mutant groups. qPCR of targeted genes expression was normalized against the expression of *ppial* as a reference gene [30]. The primer sequences used in this study are shown in Table S1. qPCR reaction procedure was performed using the following protocol: 95 °C 3 min, 40 cycles real time of 95 °C 15 s, 68 °C 30 s and 72 °C 30 s, and final melting curve of 95 °C 1 min and 55 °C 10 s. The qPCR assay was biologically repeated for more than three times, and the relative expression level was determined by the comparative 2^−ΔΔCt^ method [31].

### 2.3. RNAseq Processing and Analysis

RNA sequencing of unchallenged *tlr2* mutant and wild type zebrafish larvae were conducted by GenomeScan B.V. (Leiden, The Netherlands) as previously described [32]. Sequencing data of three biological replicates for the *tlr2* mutant and wild type control were aligned and mapped to the zebrafish genome GRCz11 using Salmon v1.2.1 [33]. Differential gene expression was analyzed by using DESeq2 v1.24.0 [34]. Statistical significance was determined by an *S* value of ≤ 0.005 by utilizing apeglm [35]. Recently, *S* values, which are aggregate statistics, have been offered as a replacement to adjusted *p* values and false-discovery rates (FDRs) to calculate the probability of obtaining the sign of an effect wrong in biological contexts [36,37]. Gene Ontology (GO) term enrichment was performed in DAVID Bioinformatics Resources 6.8 (https://david.Ncifcrf.Gov/ accessed on 10 February 2023), while gene set enrichment analysis (GSEA) using the C2 “Curated Gene Sets” collections from Molecular Signatures Database (MsigDB) was conducted as described before [37,38].

### 2.4. NMR Sample Preparation

For the purpose of NMR spectroscopy, the method used to extract metabolites from zebrafish larvae in wild type and mutant groups was based on our previous research methods [32,39,40]. Briefly, each sample contained 120 zebrafish larvae at 5 dpf in a mixture of methanol: water (1:1, *v/v*) with 1 mL of chloroform. The mixture was processed by sonication for 15 min and then centrifuged at 5000 rpm for 5 min. After centrifugation, two layers were formed, and the methanol and water from the upper layer was collected. The dried methanol: water layer containing metabolites was dissolved in 1 mL of 100 mM deuterated phosphate (KD2PO4, pH: 7.0) containing 0.02% trimethylsilyl propionate (TSP) as an internal standard and followed by filtration with a Millipore filter (Millex-HV0.45-lmFilterUnit). Metabolites in zebrafish larvae were measured using a Bruker DMX 600 MHz NMR spectrometer at 4 °C equipped with a 5 mm inverse triple high-resolution probe with an actively shielded gradient coil. The ^1^H NMR spectra were accumulated with 65,000 data points, a relaxation delay of 2 s, a scan width of 12.4 kHz and 128 scans to obtain a satisfactory signal-to-noise ratio.

### 2.5. NMR Measurement and Analysis

NMR analysis was performed based on previous research [32,40,41,42]. First, one-dimensional (1-D) ^1^H NMR spectra obtained from both in the wild type and mutant groups were corrected for baseline and phase shifts using MestReNova software version 11.0 (Mestrelab Research S.L., Santiago de Compostela, Spain). The spectra were then subdivided into buckets of 0.04 ppm in the range of 0 to 10.00 ppm, and the spectra from chemical shift 0.80 to 4.30 ppm were assigned to specific metabolites. To remove the water peak, the region of 4.30–6.00 ppm was excluded from the analysis. The data matrix obtained was exported into Microsoft office excel (Microsoft Corporation, Redmond, DC, United States). These data were then simultaneously imported into MetaboAnalyst 4.0 for Partial least squares-discriminant analysis (PLS-DA) and heatmap analysis. A correlation coefficient of *p* < 0.05 was considered statistically significant. Metabolite quantification was performed using Chenomx NMR Suite 8.3, which allowed both qualitative and quantitative analysis of NMR spectra by fitting spectral features from the HMDB database to the spectra.

### 2.6. Glucose Measurement

The measurement of glucose content from both the wild type and mutant groups was performed using PicoProbeTM Glucose Fluorometric Assay Kit (BioVision, Milpitas, CA, USA) following the manufacturer’s instructions. In brief, five pooled larvae (5 dpf) from the same group were sampled as a specimen and homogenized for 3 min in 100 µL glucose assay buffer. The supernatant was then collected by centrifugation at 12,300 rpm for 30–40 min. Subsequently, we added a 10 µL sample into a 96-well plate and adjusted the volume to 45 µL with glucose assay buffer. Then, we added 5 µL Reaction Mix (2.5 µL glucose assay buffer, 0.5 µL PicoProbeTM, 1 µL glucose enzyme mix, and 1 µL glucose substrate mix) to each well and mixed well. To obtain the standard curve of glucose concentration, glucose standard with known concentration was diluted to obtain a concentration gradient; then, similarly 5 µL of Reaction Mix was added to each well, finally adjusting the volume to 50 µL with glucose assay buffer. The 96-well plate was incubated for 30 min at 37 °C and kept in the dark for the reaction. Finally, the fluorescence at Ex/Em = 540/590 nm was measured in a PHERAstar^®^ FSX (BMG LABTECH, Ortenberg, Germany) microplate reader. A standard curve of glucose concentration was made, and the glucose concentration of each sample was calculated from this.

### 2.7. Statistical Analyses

Graphpad Prism software (version 8.1.1; Graphpad Software, San Diego, CA, USA) was utilized for statistical analysis in Figures 3, 5 and 6. All experiment data are shown as mean ± SD, and unpaired two-tailed *t*-test was applied. Significance was established at *p* < 0.05, and the other significance levels are indicated as * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

## 3. Results

### 3.1. Transcriptomic Profiling of Tlr2 Mutant Zebrafish

In our previous study, we found several genes involved in glucose metabolism are differentially expressed in the transcriptome of a *tlr2* homozygote mutant versus *tlr2* heterozygote mutant zebrafish larvae [27]. 

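Whole zebrafish larvae at 5 days post-fertilization (dpf) were sequenced in 3 tlr2 wild type (tlr2+/+) and 3 tlr2 mutant (tlr2-/-) replicates, with reads of 150 nt. tlr2, which encodes a receptor of innate immunity, has the entries ENSDARG00000037758 and ENSDARG00000116961, and neither had a read in any of the 6 libraries. A count of 0 allows up to 3 counts per library, which is 0.0899 to 0.168 CPM (counts of a gene scaled to a common library size) for counting error only, so the expression of tlr2 cannot check the genotype labels. The wild type replicates 1 and 2 detected fewer genes than the other 4 libraries. At least 10 reads were assigned to 12950, 11909 and 19202 genes in wild type replicates 1, 2 and 3, and to 17133, 15542 and 15930 genes in mutant replicates 1, 2 and 3. The depth does not follow this order, with 30584310, 19828367 and 33403126 reads in the wild type libraries and 22583146, 24088390 and 17854737 reads in the mutant libraries. After all libraries were thinned to the smallest one, wild type replicates 1 and 2 had 12549 and 11829 such genes, wild type replicate 3 had 18331 and the mutant libraries had 14961 to 16643.

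**Figure D1:**
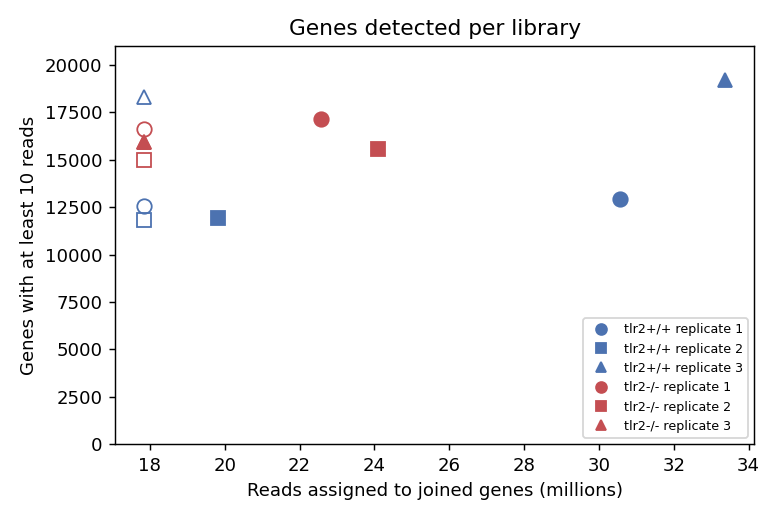
Genes with at least 10 reads in each of the 6 libraries (vertical axis) against the reads assigned to genes (horizontal axis), with filled points for the full libraries and open points after thinning to the smallest library. Wild type replicates 1 and 2 lie at 12950 and 11909 genes, below the other 4 libraries at 15542 to 19202 genes.

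The authors mapped the reads to the zebrafish genome GRCz11 with Salmon v1.2.1 and deposited its estimated counts and TPM values for 57192 transcripts of each library. They also deposited 1 table of genes with the mean, shrunken log2 fold change and s-value from DESeq2 v1.24.0 and apeglm. The deposited transcripts carry no gene names, so transcripts were joined to the genes whose means they give exactly, which placed at least 99.9% of the reads of each library in 21079 genes with symbols. Estimated counts were then summed per gene, rounded, scaled with TMM factors and tested between the genotypes with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and gene lists were tested with limma's camera. In all values below, a positive log2 fold change is higher expression in the mutant larvae, and it is not shrunken unless stated.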

To obtain more insights on the function of *tlr2* in glucose homeostasis, we performed deep RNA sequencing of *tlr2* mutant zebrafish larvae using further outbred animals and homozygous controls under an unchallenged condition (Figure 1).

To compare the difference between the *tlr2* mutant zebrafish larvae and wild type controls, we firstly summarized the number of DEGs in *tlr2^−/−^* versus *tlr2^+/+^* zebrafish larvae groups (Figure 1B). 

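srsf7a (ENSDARG00000110705), which encodes a splicing factor rich in serine and arginine, was higher in the tlr2 mutant larvae and was the 1 gene of 16776 tested that passed an adjusted p under 0.05. The level of this entry was 0 CPM in the 3 wild type libraries and 19.0 ± 10.9 CPM (SD, n = 3) in the mutant libraries (adjusted p = 0.0147 from edgeR's quasi-likelihood test). With reads pooled over each genotype, it was at least 668-fold higher against a floor of 3 counts over the wild type libraries together. Without mutant replicate 1 it was at least 425-fold higher. These bounds cover counting error only, and of the genes at 5 to 20 CPM in the median of the other libraries, wild type replicates 1 and 2 had no read for 5.07% and 7.22%, against 0.33% to 0.696% in the other 4 libraries. Another entry of srsf7a had 4721 to 6904 reads in the wild type libraries and 4864 to 6568 in the mutant libraries, a log2 fold change of 0.62 after scaling. With the counts of one symbol summed, the log2 fold change of srsf7a was 0.71 and no gene passed (605 genes at an unadjusted p under 0.05). No gene was lower at this threshold, and 625 genes had an unadjusted p under 0.05. Other tools run on the same counts called 39 genes with DESeq2's Wald test (18 higher and 21 lower) and 7 genes with limma-trend on log2(TPM + 1) (2 higher and 5 lower). Without offsets for transcript length, DESeq2 and apeglm called 35 genes at an s-value of at most 0.005 (29 higher and 6 lower). With such offsets, added after the data were seen, the counts were 65, 149 and 450 under 3 settings of the dispersion trend. In every mutant library above every wild type library were 1153 genes, and 1040 genes were the other way round, together 13.1% of the genes tested where chance gives 10%.
The spread between the libraries of a genotype was wide, with a biological coefficient of variation of 1.05. Across genes, which are not independent replicates, log2 CPM correlated at 0.811 to 0.848 between mutant libraries and at 0.700 to 0.733 between wild type libraries. Wild type replicate 3 correlated at 0.798 to 0.846 with the mutant libraries. srsf7a no longer passed without wild type replicate 3 or without mutant replicate 1. Without wild type replicate 3, no gene passed the adjusted threshold in edgeR and 2923 genes had an unadjusted p under 0.05. The adjusted threshold was passed by 5 genes without wild type replicate 1, 2 without wild type replicate 2 and 4 without mutant replicate 3. Wild type replicate 3 alone against the mutant larvae, a comparison added after the data were seen, gave 758 genes (712 higher and 46 lower). This single library is assumed to vary like the mutant libraries, so these genes describe how it differs from them, whatever the genotype.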

In total, 149 genes were differentially regulated, including 89 upregulated genes and 60 downregulated genes (Figure 1B). The details of these genes are shown in Table S2. 

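Among the genes of largest change in Table S2, 5 with reads in the mutant larvae alone were srsf7a, clta, BX322566.3, slc35c2 and rasd3. The entry of clta, the clathrin light chain A, had 12.0 ± 6.39 CPM (SD, n = 3) in the mutant larvae and no read in the wild type larvae, at least 425-fold higher against a floor of 3 counts over the 3 libraries (adjusted p = 0.1005 from edgeR's quasi-likelihood test). BX322566.3 had 7.57 ± 2.44 CPM in the mutant larvae (at least 261-fold higher), slc35c2 had 4.82 ± 4.59 CPM (at least 165-fold higher, and at least 79.4-fold without mutant replicate 2) and rasd3 had 3.73 ± 2.05 CPM (at least 123-fold higher). In the other direction, pabpc4, a cytoplasmic poly(A) binding protein, had 14.1 ± 13.3 CPM in the wild type larvae and no read in the mutant larvae, at least 349-fold lower (at least 117-fold without wild type replicate 3). These bounds are ratios of reads pooled over the libraries of a genotype, so they differ from ratios of the mean CPM. That of pabpc4 rests mostly on wild type replicate 3, with 1557 reads against 163 and 133 in replicates 1 and 2. The bounds cover counting error only, while of the genes at 5 to 20 CPM in the median of the other libraries 5.07% and 7.22% had no read in wild type replicates 1 and 2. MTERF1, a mitochondrial transcription termination factor, had 14.1 ± 7.81 CPM in the wild type and 1.79 ± 0.125 CPM in the mutant larvae, a log2 fold change of -2.97 (standard error 0.758, adjusted p = 0.9998 from the same test). The log2 fold changes of ankrd29, wu:fb18f06 and mical3b were -3.02 (standard error 1.02), -2.14 (standard error 0.673) and -1.52 (standard error 0.592). With offsets for transcript length the value of mical3b was -3.82.
Of these genes, srsf7a, clta, slc35c2, rasd3, pabpc4 and ankrd29 have another entry of the same symbol in the annotation. The other entry of srsf7a had 4721 to 6904 reads in the wild type libraries and 4864 to 6568 in the mutant libraries, a log2 fold change of 0.62 after scaling. The entries of rasd3 excluded each other, with 42, 113 and 54 reads of ENSDARG00000058464 in the mutant libraries alone and 163, 132 and 52 reads of ENSDARG00000117134 in the wild type libraries alone. With the counts of one symbol summed, the log2 fold change was 0.71 for srsf7a, -0.14 for clta, 0.76 for slc35c2, -0.30 for rasd3, -0.32 for pabpc4 and -0.52 for ankrd29, and no gene passed the adjusted threshold in edgeR (605 genes at an unadjusted p under 0.05).

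**Figure D2:**
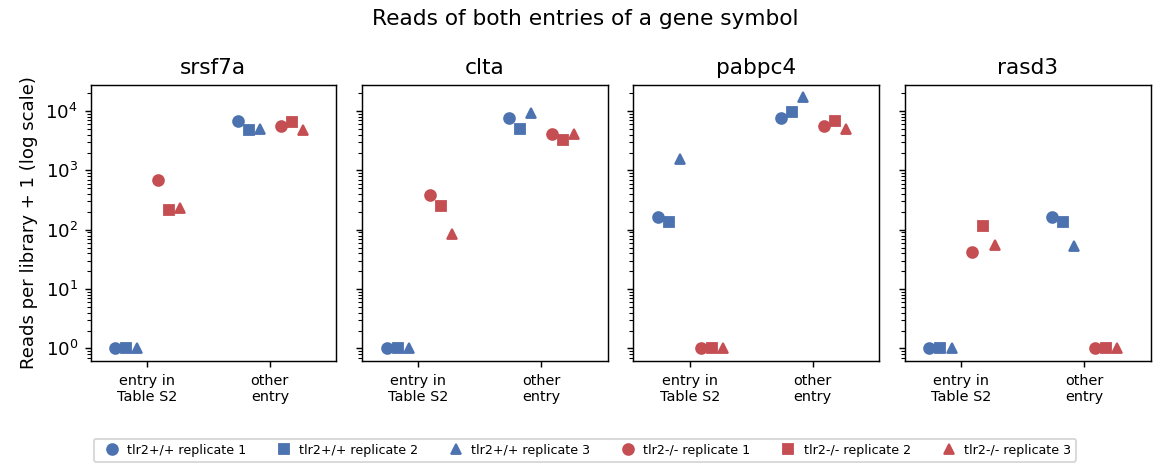
Reads plus 1 in each library (vertical log axis) of the entry in Table S2 and of the other entry of the same symbol, for srsf7a, clta, pabpc4 and rasd3, with 1 point per library. The Table S2 entry of rasd3 has 42 to 113 reads in the mutant libraries and none in the wild type libraries, and its other entry has 52 to 163 reads in the wild type libraries and none in the mutant libraries.

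All 149 genes of Table S2 had the same sign in the edgeR fit, with a median size of the log2 fold change of 1.37. The libraries of the genotypes did not overlap in 137 of them (83 higher and 54 lower in the mutant larvae). At an adjusted p under 0.05, 1 gene passed over all genes tested and 131 passed when adjusted over the list alone, which is not independent evidence because Table S2 was chosen on these libraries.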

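Genes of cytosolic aminoacyl-tRNA synthetases, the enzymes that load amino acids onto tRNAs, were lower as a list in the mutant larvae. Of 22 entries, 19 had a negative log2 fold change (median -0.38, adjusted p = 0.00188 from camera over 46 lists, adjusted p = 0.419 with an estimated correlation). dars, the aspartyl-tRNA synthetase, had 125 ± 3.58 CPM (SD, n = 3) in the wild type and 56.4 ± 11.6 CPM in the mutant larvae, and gars, the glycyl-tRNA synthetase, had 70.6 ± 16.2 and 29.1 ± 10.5 CPM. Translation factors were also lower as a list, with 58 of 82 entries negative (median -0.25, adjusted p = 0.00188 from camera, adjusted p = 0.419 with an estimated correlation). Among them, paip1, a partner of the poly(A) binding protein, had a log2 fold change of -1.82 (standard error 0.487), and eef1a1a, an elongation factor, one of -1.19 (standard error 0.363). Nuclear genes of respiratory complex I had 30 of 43 entries positive (median 0.34), which did not pass the test (adjusted p = 0.434 from camera). In this list, ndufs4 had 41.2 ± 9.09 CPM in the wild type and 96.7 ± 4.75 CPM in the mutant larvae. With the counts of its symbol summed, the log2 fold change of ndufs4 went from 1.23 to 0.85. ndufa6 had a log2 fold change of 1.22 (standard error 0.409). The 3 lists hold 2, 3 and 3 genes of Table S2, and no member passed an adjusted p under 0.05 in edgeR over all genes tested. At an unadjusted p under 0.05, 4 synthetases and 10 translation factors were lower, and 4 genes of complex I were higher and 1 lower. Adjusted over the list alone, 1 translation factor was lower and no member of the other 2 lists passed. Among the translation factors was the pabpc4 entry of Table S2, with a log2 fold change of -11.5. This value was -0.32 with the counts of its symbol summed. Against wild type replicate 3 alone, a comparison added after the data were seen, the synthetases had an adjusted p of 0.763 and the translation factors one of 0.873, with that library assumed to vary like the mutant libraries.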

To investigate the identified DEGs, GO analysis was performed by using the DAVID bioinformatics program (http://david.abcc.ncifcrf.gov/ 10 February 2023) (Figure 1C).

### 3.2. GSEA Analysis of Tlr2 Mutant Zebrafish

We performed GSEA [43] to identify the classes of differentially enriched genes associated with *tlr2^+/+^* or *tlr2^−/−^*. 

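Of 46 gene lists written before the data were examined, 4 were higher and 11 were lower in the mutant larvae at an adjusted p under 0.05 from camera, which compares a list with all other genes. The higher lists were cytosolic ribosomal proteins, exocrine pancreas, the circadian clock and neurons. Lower were the lists of amino acid, sugar and fatty acid breakdown, translation factors, aminoacyl-tRNA synthetases, selenoamino acid metabolism, the heat shock response, the unfolded protein response and neutrophils. Lists of branched-chain amino acid, sugar, tryptophan, fatty acid, pyruvate and selenoamino acid metabolism, ribosomal proteins and translation factors follow the paper's pathways. The paper reports these pathways from the same libraries, so their calls are not independent evidence. No list passed with an estimated correlation between its genes (lowest adjusted p = 0.419, median estimated correlation 0.116). The lists hold 1512 different entries, and none of them passed an adjusted p under 0.05 in edgeR over all genes tested, against 4 with DESeq2's Wald test, 9 with DESeq2 and apeglm and 2 with limma-trend. For 4 lists the 3 mutant libraries and the 3 wild type libraries did not overlap in their mean expression, where chance gives 10% of lists. These were the synthetases, selenoamino acid metabolism without ribosomal proteins and the heat shock response, all lower in the mutant larvae, and endocrine pancreas, which was higher and did not pass camera (adjusted p = 0.198). Preranked fgsea on the authors' shrunken log2 fold changes called 3 lists (1 higher and 2 lower). The curated C2 sets of the study were not used here.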

GSEA predicted that 1136 gene sets were significantly enriched at FDR < 0.25 in *tlr2^+/+^*, while 613 gene sets were significantly enriched at FDR < 0.25 in *tlr2^−/−^* zebrafish larvae by using the C2 collection for curated gene sets. In Tables S3 and S4, the pathways found to be the top 10 significantly enriched in *tlr2^+/+^* and *tlr2^−/−^* are shown. Five metabolic associated pathways were found in the top 10 most significantly enriched pathways in *tlr2^+/+^*, including valine leucine and isoleucine degradation, glycolysis and gluconeogenesis, tryptophan metabolism, fatty acid metabolism, and pyruvate metabolism (Figure 2A–E). Furthermore, the selenoamino acid metabolism gene set was found in the top 10 most enriched pathways in the *tlr2* mutant group (Figure 2F). 

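Compared with all other genes, those of branched-chain amino acid, sugar, tryptophan, fatty acid and pyruvate metabolism were slightly lower as lists in the mutant larvae. No single member passed the test over all genes. In valine, leucine and isoleucine degradation, 42 of 51 entries had a negative log2 fold change, with a median of -0.41 (adjusted p = 0.00107 from camera over 46 lists, adjusted p = 0.419 with an estimated correlation). For tryptophan metabolism the median was -0.47, with 32 of 42 entries negative (adjusted p = 0.00465, and adjusted p = 0.419 with an estimated correlation). In pyruvate metabolism 27 of 43 entries were negative, with a median of -0.38 (adjusted p = 0.00415, and adjusted p = 0.438 with an estimated correlation). Fatty acid metabolism had 30 of 44 entries negative, with a median of -0.38 (adjusted p = 0.0172, and adjusted p = 0.445 with an estimated correlation). The median of glycolysis and gluconeogenesis was -0.28, with 45 of 75 entries negative (adjusted p = 0.0244, and adjusted p = 0.578 with an estimated correlation). At an unadjusted p under 0.05, 6, 2, 4, 4 and 7 entries of these lists were lower in this order and none was higher, and none passed when adjusted over the list alone. The lists share members, among them the aldehyde dehydrogenase aldh9a1a.1, which is in all of them.

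**Figure D3:**
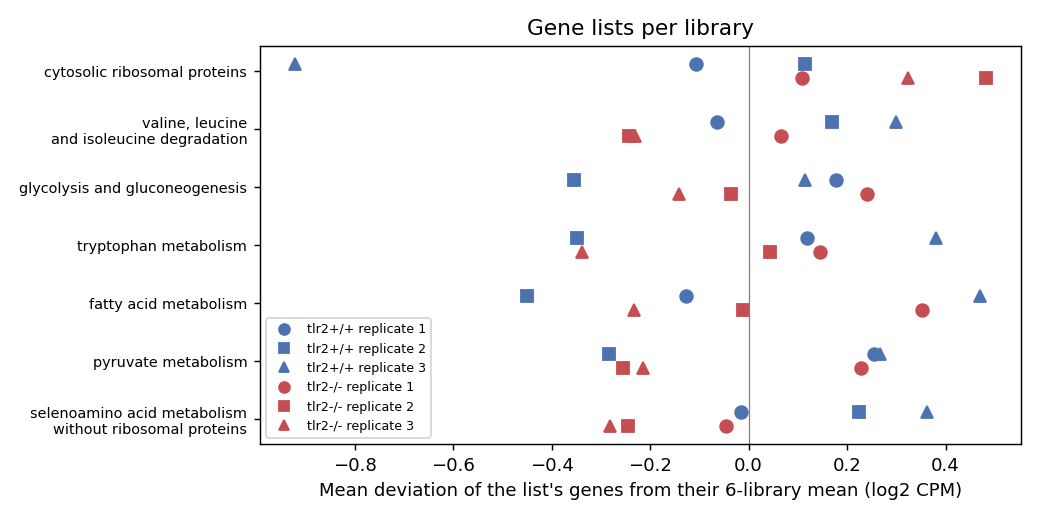
Mean deviation of the genes of 7 lists (vertical axis) from their mean over the 6 libraries, in log2 CPM (horizontal axis), with 1 point per library. Branched-chain amino acid degradation lies at -0.0633, 0.17 and 0.3 in the wild type and at 0.0662, -0.243 and -0.23 in the mutant libraries, and ribosomal proteins lie at -0.922 in wild type replicate 3.

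The mean expression of each of the 5 lists overlapped between the genotypes. For glycolysis and gluconeogenesis the mean deviations were 0.178, -0.355 and 0.114 in the wild type and 0.24, -0.0361 and -0.141 in the mutant libraries. For fatty acid metabolism they were -0.128, -0.45 and 0.469 in the wild type and 0.352, -0.0118 and -0.232 in the mutant libraries. The mean expression of these lists was therefore not lower in the mutant larvae, only their place relative to other genes. Of the 5 lists, 1 passed without wild type replicate 1, 3 without wild type replicate 2 and 2 without mutant replicate 3. None passed against wild type replicate 3 alone, a comparison added after the data were seen, where the median of glycolysis and gluconeogenesis was 0.13 (adjusted p = 0.155), with that library assumed to vary like the mutant libraries.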

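Genes of cytosolic ribosomal proteins, which most of the selenoamino acid metabolism gene set consists of, were higher as a list in the mutant larvae, while its remaining genes were lower. Of 91 entries of ribosomal proteins, 83 had a positive log2 fold change, with a median of 0.56 (adjusted p = 0.00107 from camera over 46 lists, adjusted p = 0.945 with an estimated correlation). rpl10 had 791 ± 372 CPM (SD, n = 3) in the wild type and 2191 ± 471 CPM in the mutant larvae, and rpl13 had 2558 ± 907 and 5921 ± 792 CPM. With the counts of its symbol summed, the log2 fold change of rpl10 went from 1.47 to 1.06. At an unadjusted p under 0.05, 9 ribosomal protein genes were higher and none was lower, and none passed over all genes or when adjusted over the list alone. Selenoamino acid metabolism without ribosomal proteins, which holds selenocysteine synthesis, methionine and cysteine turnover and several aminoacyl-tRNA synthetases, had 20 of 25 entries negative, with a median of -0.48 (adjusted p = 0.00415 from camera, adjusted p = 0.419 with an estimated correlation). Within it sars, the seryl-tRNA synthetase, had a log2 fold change of -1.31 (standard error 0.499), and aimp2, a scaffold of the synthetase complex, one of 1.11 (standard error 0.446).
The ribosomal protein genes were lowest in wild type replicate 3, at -0.922 on the log2 scale from their mean over the libraries, against -0.107 and 0.114 in wild type replicates 1 and 2. Without that library camera gave the list the other direction (adjusted p = 0.962, median 0.31), and without mutant replicate 2 it had an adjusted p of 0.114. The list of selenoamino acid metabolism without ribosomal proteins had an adjusted p of 0.119 without wild type replicate 2.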

Taken together, the GSEA analysis results indicate that Tlr2 plays a role in controlling metabolic during homeostasis.

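The paper ran GSEA with the C2 collection and found 5 metabolic pathways among the most enriched in the wild type larvae and a set of selenoamino acid metabolism among the most enriched in the mutant larvae. From these enrichments the paper proposes that Tlr2 takes part in the control of metabolism without a challenge. Other lists of metabolism did not pass camera. Genes of the citric acid cycle had a median log2 fold change of -0.03, with 13 of 25 entries negative (adjusted p = 0.195 from camera over 46 lists). cs, the citrate synthase, had 142 ± 18.1 CPM (SD, n = 3) in the wild type and 80.7 ± 7.34 CPM in the mutant larvae, without overlap between the libraries. It was named for a p among the smallest of its list, so this separation is not independent evidence. Glucose transport and glycogen had a median of -0.07 with 13 of 23 entries negative (adjusted p = 0.848), and sterol synthesis and uptake one of 0.32 with 14 of 22 entries positive (adjusted p = 0.43). Nuclear genes of respiratory complexes III to V had 36 of 44 entries positive (median 0.46, adjusted p = 0.121), and the 13 mitochondrially encoded proteins had a median of -0.06 (adjusted p = 0.935).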

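gpib (ENSDARG00000103826), which interconverts glucose 6-phosphate and fructose 6-phosphate, had 51.0 ± 15.4 CPM (SD, n = 3) in the wild type and 14.7 ± 4.53 CPM in the mutant larvae. Its log2 fold change was -1.79 (standard error 0.413, adjusted p = 0.94 from edgeR's quasi-likelihood test over all genes). pfkma (ENSDARG00000014179), a muscle phosphofructokinase and a regulated step of glycolysis, had 116 ± 64.1 CPM in the wild type and 44.9 ± 8.39 CPM in the mutant larvae, a log2 fold change of -1.37 (standard error 0.417, adjusted p = 0.9998 from the same test). For both genes every wild type library was above every mutant library (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). The paper called both genes from these same libraries, so this separation is not independent evidence. pck2 (ENSDARG00000020956), the mitochondrial phosphoenolpyruvate carboxykinase, had 25.8 ± 21.3 CPM in the wild type and 5.24 ± 1.54 CPM in the mutant larvae, a log2 fold change of -2.30 (standard error 0.691, adjusted p = 0.9998 from the same test). Its wild type libraries lay at 48.0, 5.54 and 23.8 CPM and overlapped with the mutant libraries at 6.34, 5.90 and 3.48 CPM.

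**Figure D4:**
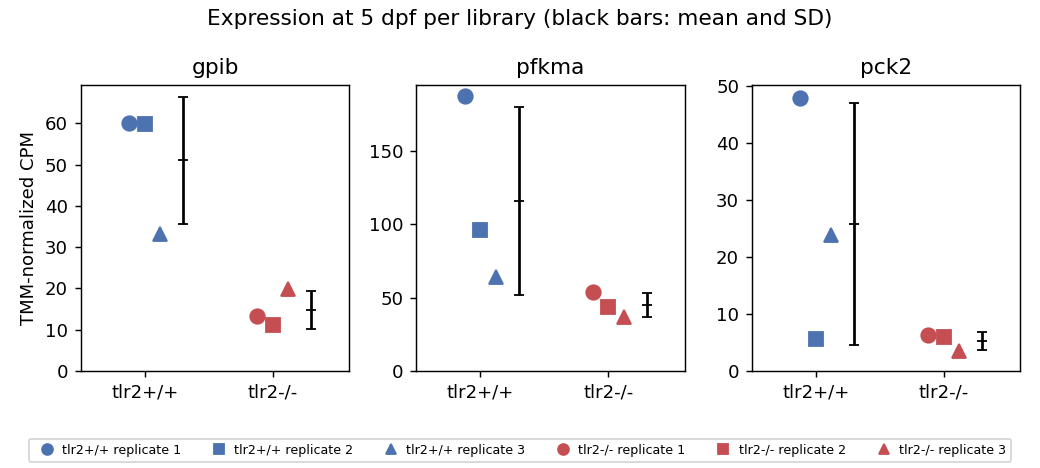
Expression of gpib, pfkma and pck2 in CPM (vertical axis from 0) in the 6 libraries, with 1 point per library and bars for the mean and SD of each genotype. gpib lies at 33.2 to 60.0 CPM in the wild type libraries and at 19.8 CPM or less in the mutant libraries, and wild type replicate 2 lies at 5.54 CPM for pck2.

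In the authors' deposited table the shrunken log2 fold changes are -1.57 for gpib, -1.05 for pfkma and -1.80 for pck2, with s-values of 3.24e-05, 0.00363 and 0.00239. Without wild type replicate 1, the log2 fold change here was -0.75 for pfkma and -1.35 for pck2.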

In concordance with GSEA results, we found that *gpib*, *pfkma*, and *pck2*, which are associated with the glycolysis and gluconeogenesis pathways, were significantly downregulated in the RNAseq analysis (Table 1). To validate the gene expression data from RNAseq, qPCR was conducted from 5 dpf *tlr2* zebrafish larvae, which confirmed these results (Figure 3).

### 3.3. System Metabolomics Analysis of Tlr2 Mutant Zebrafish

The observed transcriptional effects of the *tlr2* mutation are mainly related to the metabolic signaling pathways (Tables S3 and S4). Therefore, we decided to utilize a ^1^H NMR spectroscopy to study differences in metabolites levels between *tlr2* wild type and *tlr2* mutant zebrafish larvae.

Metabolic profiles of extracted zebrafish larvae at 5 dpf were obtained by one-dimensional (1-D) ^1^H NMR. Representative 1-D ^1^H NMR spectra from *tlr2* wild type and mutant groups are shown in Figure 4A. Chemical shifts of 1-D ^1^H NMR in two groups were assigned according to the chemical shifts of reference metabolites from the Chenomx 600 MHz library (version 11). By multivariate analysis with Partial least squares-discriminant analysis (PLS-DA) modeling, the ^1^H NMR spectra of *tlr2* wild type and mutant groups were investigated to probe if these two experimental groups can be well discriminated. As shown in Figure 4B, the first two principal components of the PLS-DA scores plot explained 94.8% of the total variance. Clustering of the *tlr2* wild type and mutant larvae groups can be observed in the PLS-DA1 versus PLS-DA2 score plots, suggesting metabolic alterations resulting from *tlr2* deficiency in zebrafish larvae. Heatmap analysis was performed on 57 metabolites detected in both groups (Figure 4C). Two of these metabolites were significantly increased in the *tlr2* wild type group, and 27 were significantly increased in the *tlr2* mutant group (*p* < 0.05). The details of these significantly altered metabolites are shown in Table S5.

We analyzed metabolites that are linked to the pathways highlighted by the RNAseq analyses. In the valine, leucine, and isoleucine degradation pathway, five metabolites, leucine, valine, isoleucine, acetoacetate, and methylmalonate, were detected using NMR analysis, with the contents of leucine and valine being significantly higher in the mutants (Figure 5A). In the glycolysis and gluconeogenesis pathway, the contents of glucose, lactate, acetate, formate, malate, and succinate showed increase trends in the mutant group compared with the wild type larvae, with the exception of pyruvate and fructose (Figure 5B). In the tryptophan metabolism pathway, the content of melatonin was significantly reduced in the mutants, while the contents of indole-3-acetate and kynurenine were significantly increased in the mutants compared with the wild type larvae (Figure 5C). For the fatty acid metabolism pathway, glycerate content was significantly reduced in the mutant larvae, while the contents of taurine, glycine, and ethanolamine were significantly increased in the mutant compared with the wild type larvae (Figure 5D).

### 3.4. Glucose Levels and Transcription of Glycolytic Enzymes in tlr2 Mutant Zebrafish

To corroborate the increase in glucose content in *tlr2* mutant zebrafish larvae, an assay using a glucose fluorometric kit was performed. The results showed that glucose content was significantly higher in the *tlr2* mutant than in the wild type larvae, which is consistent with the results obtained by NMR analysis (Figure 6A,B).

We combined the transcriptomic and metabolomic data to explore the potential molecular mechanisms underlying the increase in glucose levels due to *tlr2* deficiency (Figure 7). In Figure 7A, it is shown that the gene transcription levels of most of the enzymes involved in the process of glycolysis, such as *gpib*, *pfkma*, *pgk1*, and *pgam2*, are decreased in the *tlr2* mutant larvae. 

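Further down glycolysis, pgk1 (ENSDARG00000054191), the phosphoglycerate kinase, had 503 ± 118 CPM (SD, n = 3) in the wild type and 271 ± 42.9 CPM in the mutant larvae. Every wild type library was above every mutant library, and the log2 fold change was -0.89 (standard error 0.355, adjusted p = 0.9998 from edgeR's quasi-likelihood test). The paper names pgk1 from these same libraries, so this separation is not independent evidence. pgam2 (ENSDARG00000057571), the muscle phosphoglycerate mutase, had 183 ± 75.5 CPM in the wild type and 93.7 ± 31.7 CPM in the mutant larvae. The libraries of the genotypes overlapped for pgam2, with a log2 fold change of -0.97 (standard error 0.415, adjusted p = 0.9998 from the same test). The list of glycolysis and gluconeogenesis as a whole went both ways, with 30 entries positive, and 3 of its entries are in Table S2. Against wild type replicate 3 alone, a comparison added after the data were seen, pgam2 had a log2 fold change of 0.13.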

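pck1 (ENSDARG00000013522), the cytosolic phosphoenolpyruvate carboxykinase, was far more abundant than the mitochondrial pck2, with 582 ± 462 CPM (SD, n = 3) in the wild type and 830 ± 539 CPM in the mutant larvae. Its libraries overlapped widely, and its log2 fold change was 0.51 (standard error 0.689, adjusted p = 0.9998 from edgeR's quasi-likelihood test). Without wild type replicate 1 the value was 1.49, and with limma-trend on log2(TPM + 1) it was -0.06. The other entry of pck2 in the annotation, ENSDARG00000110463, had 7.59 ± 2.10 CPM in the wild type and 3.27 ± 3.46 CPM in the mutant larvae, a log2 fold change of -1.21 (standard error 1.31, adjusted p = 0.9998 from the same test). Without mutant replicate 2 the value of this entry was -0.63, and without mutant replicate 1 it was -2.37. Among other genes of pyruvate metabolism, the malic enzymes me2 and me3, which make pyruvate from malate, had log2 fold changes of -1.20 (standard error 0.531) and -0.88 (standard error 0.382), both without overlap between the genotypes. Without wild type replicate 1 they were -0.51 and -0.45. Both malic enzymes were named for a p among the smallest of the list, so their lack of overlap is not independent evidence.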

In the downstream of glycolysis, we found *pck2*, which has a similar function with *pck1*, is decreased (Figure 7B). For the other three significantly enriched signaling pathways associated with metabolism in *tlr2* mutant zebrafish, a decrease in the level of gene transcription of the enzyme is often associated with an increase in the level of its upstream metabolite (Figure 7C,D). For instance, in the valine, leucine, and isoleucine degradation pathway, gene transcript levels of enzymes such as *bcat2* and *echs1* were reduced in the *tlr2* mutant larvae and the levels of the upstream metabolites leucine and valine were elevated (Figure 7D). However, in the tryptophan metabolism pathway, decreased levels of gene transcription for enzymes such as *aldh9a1a.1* and increased levels of the downstream metabolite indole-3-acetate were also found in this pathway (Figure 7C).

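bcat2 (ENSDARG00000054849), the mitochondrial branched-chain aminotransferase that begins the breakdown of leucine, isoleucine and valine, had 25.2 ± 9.57 CPM (SD, n = 3) in the wild type and 12.5 ± 0.721 CPM in the mutant larvae. Its log2 fold change was -1.01 (standard error 0.46, adjusted p = 0.9998 from edgeR's quasi-likelihood test). echs1 (ENSDARG00000001578), a mitochondrial enoyl-CoA hydratase, had 31.4 ± 9.04 CPM in the wild type and 14.3 ± 0.653 CPM in the mutant larvae, a log2 fold change of -1.14 (standard error 0.407, adjusted p = 0.9998 from the same test). Every wild type library was above every mutant library for both genes (exact permutation test, two-sided, p = 0.1). The same held for the thiolase acaa1, with a log2 fold change of -1.52 (standard error 0.602), and for hadhb, a subunit of the mitochondrial trifunctional protein, with one of -0.80 (standard error 0.347). However, acaa1 and hadhb were named for a p among the smallest of their list. The paper names bcat2 and echs1 from these same libraries. Their separation is therefore not independent evidence of lower expression in the pathway. Of all genes tested, 13.1% had no overlap, where chance gives 10%. The metabolites of this pathway were not analysed here.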

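aldh9a1a.1 (ENSDARG00000069100), an aldehyde dehydrogenase, had 260 ± 34.1 CPM (SD, n = 3) in the wild type and 150 ± 14.9 CPM in the mutant larvae, with every wild type library above every mutant library. The log2 fold change was -0.80 (standard error 0.328, adjusted p = 0.9998 from edgeR's quasi-likelihood test). The other entry of this symbol, ENSDARG00000114905, had 77.2 ± 28.3 CPM in the wild type and 43.7 ± 22.3 CPM in the mutant larvae, with overlapping libraries and a log2 fold change of -0.82 (standard error 0.424). Without wild type replicate 1 it was -0.40. Within tryptophan metabolism, cyp1a, a cytochrome P450 induced through the aryl hydrocarbon receptor, had 16.5 ± 7.21 CPM in the wild type and 8.28 ± 1.25 CPM in the mutant larvae, without overlap (adjusted p = 0.9998 from the same test). The log2 fold change of cyp1a was -0.52 without wild type replicate 1. This gene was named for a p among the smallest of its list, and the paper names aldh9a1a.1 from these same libraries. Their lack of overlap is therefore not independent evidence.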

## 4. Discussion

TLR2 has been demonstrated to participate in innate immunity as a pro- or anti-inflammation trigger by recognizing ligands from invading pathogens or lysing cells [2,3]. However, whether *tlr2* plays a role in mediating metabolism is still unknown. In this study, we have used zebrafish larvae from a *tlr2* mutant and its wild type siblings to investigate metabolic regulation by Tlr2 under an unchallenged normal developmental condition by combining transcriptomic and metabolomic data at a whole-organism level. The results show that *tlr2* plays a role in regulating metabolism. To further investigate metabolic effects controlled by *tlr2*, we employed NMR spectroscopy and then linked it with the transcriptomic data.

We found that the concentration of glucose was higher in the *tlr2^−/−^* zebrafish larvae compared to the *tlr2^+/+^* (Figure 4, Figure 5 and Figure 6), which was associated with lower expression of several genes involved in the glycolysis and gluconeogenesis pathways (Figure 7). Higher glucose levels in the *tlr2* mutant can result from inhibition of glycolysis and gluconeogenesis. In the present study, we found that *gpib*, *pfkma*, *pgk1*, *pgam2*, and *pck2* genes were all downregulated in the *tlr2* mutant zebrafish larvae (Figure 7). It has been reported that the expression of *Pgk1* is dependent on HIF1A which is induced by the TLR4 and LPS interaction under hypoxia conditions [17], which indicates there might also be a yet undiscovered link between TLR2 and HIF1A regulation. In mammals, the *PCK2* gene encodes the mitochondrial phosphoenolpyruvate carboxykinase 2 (PEPCK-M), which is a gluconeogenic enzyme [44,45]. Thereby, PCK2 has a similar function as PCK1 and is widely expressed by various cell types, whereas PCK1 is mainly expressed in the liver and kidney [45,46,47]. The downregulation of *pck2* in this study could be the result of higher glucose levels in *tlr2* mutant larvae. In addition, various biosynthetic reactions can be fueled by PCK2 activity, which is the reason why the activity of PCK2 also contributes to cell growth and survival during stress [44,48]. In addition to the differences in glucose metabolism in the *tlr2* mutant, we also observed an increase in the levels of various amino acids. Previously we have shown that under wasting conditions, for instance in the absence of the leptin gene, zebrafish larvae contain lower levels of many amino acids [40]. Therefore, the *tlr2* mutant is very different in its metabolic control than the leptin gene.

In a previous study, we found that macrophage and neutrophil migration speed is regulated by *tlr2* upon tissue wounding [28] and mycobacterial infection [29]. Hall et al. reported that mitochondrial metabolism fuel immune cell migration during tissue wounding inflammation [49]. In addition, how metabolism benefits host immune cell defense against invading pathogens has aroused attention. mTOR has been demonstrated to protect host macrophage from mycobacterium-induced cell death through increasing glycolysis-fueled mitochondrial energy [50,51]. Therefore, it could be that the different responses to wounding and infection in the *tlr2* mutant are caused by mitochondrial dysfunction due to the aberrant expression of genes involved in metabolism.

Our RNAseq data suggest that the observed metabolic changes originate intracellularly due to changes in the transcripts of metabolic enzymes. However, mRNA levels do not necessarily predict protein levels, and it is difficult to rule out systemic changes in the mutants. For example, increased levels of branched amino acids in the blood are associated with insulin resistance, which could result in increased glucose. Furthermore, we expect that the observed changes might be the result of transport processes and the interplay of the larval gut with the microbiome. In future experiments we will investigate in which organs the observed changes are most relevant.

Previous evidence for the involvement of TLR signaling in metabolism is based on infectious conditions, whereas we have used unchallenged zebrafish larvae in this study. Therefore, the question remains what is the trigger for activation of TLR2 in these larvae. We have previously shown that in the absence of TLR2 there is an effect on the transcription of many genes involved in neuronal development [27]. It can be speculated that in the absence of TLR2, the apoptotic process in brain development might lead to the production of DAMPs that could trigger TLR2. Alternatively, we can hypothesize that the microbiome controls activation of TLR2. Accumulating evidence suggests that host obesity, insulin resistance, and hormone secretion can be controlled by gut microbes and their derived metabolites [52,53,54,55]. It is generally thought that the interactions between gut microbiota and TLR interactions are responsible for controlling both immunity and metabolism [56]. A previous study from our laboratory shows that *tlr2* is important in regulating microbiota-induced effects on *myd88* transcription [57]. Therefore, we can speculate that the absence of TLR2 could result in dysbiosis of the microbiome. Therefore, the differences of glucose metabolism found in this study may be caused by different compositions of the gut microbiome in *tlr2* mutant and wild type control groups. This could also explain the higher levels of common microbial metabolites such as acetate and indole-3-acetate in the *tlr2* mutant [58]. In future research we want to focus on the role of the microbiome in control of *tlr2* signaling in the presence or absence of infection.

## 5. Conclusions

In this study, we showed that the deficiency of *tlr2* in zebrafish larvae leads to many metabolic changes compared to wild type controls in an unchallenged condition. The metabolic effects of *tlr2* are associated with transcriptional regulation of many enzymes participating in glucose metabolism which could explain the different levels of glucose, lactate, succinate, and malate in *tlr2* mutant zebrafish larvae. In conclusion, *tlr2* has a function in controlling glucose metabolism under normal developmental conditions.

## Figures and Tables

**Figure 1:**
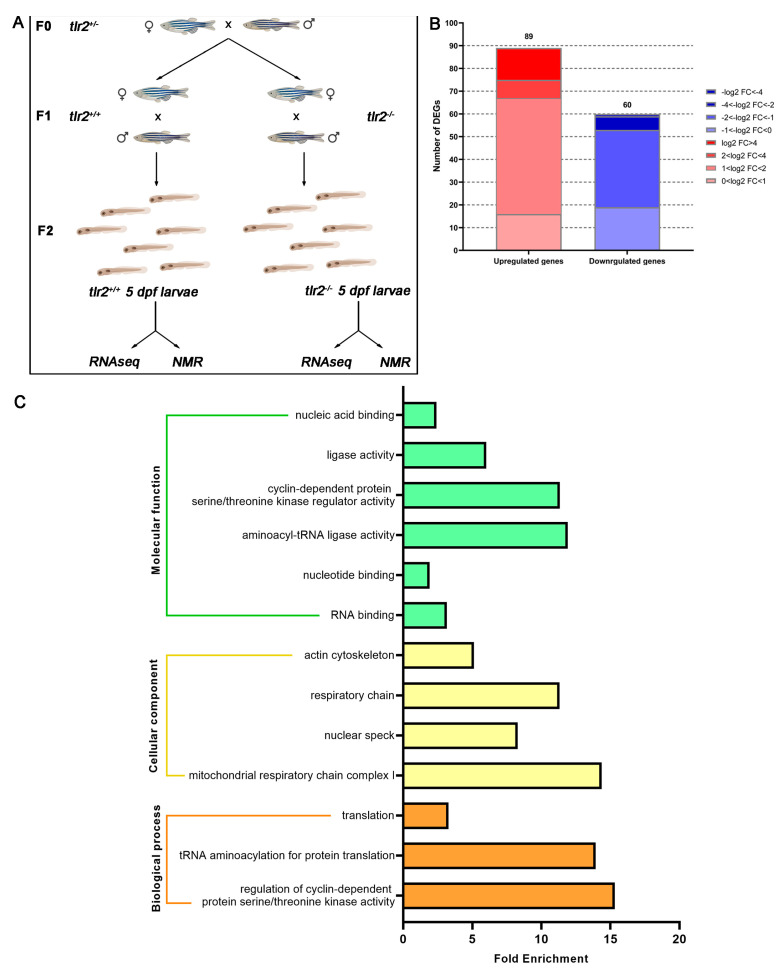
Experimental setup scheme and overview of the RNAseq in *tlr2* mutant zebrafish larvae. (**A**) Setup of the RNAseq and ^1^H NMR experiment. (**B**) Overview of the distribution of differentially expressed genes (DEGs) log2 fold change in *tlr2^−/−^* versus *tlr2^+/+^* zebrafish larvae. DEGs were assessed by *S* value ≤ 0.005. Upregulated gene sets are shown in red, and downregulated gene sets are shown in blue. The intensity of color represents the log2 fold change level. (**C**) Gene ontology (GO) analysis. Significantly enriched GO terms for DEGs of *tlr2^−/−^* versus *tlr2^+/+^* groups were determined by using the hypergeometric test/Fisher’s exact test, with a threshold of *p* value < 0.05 which were adjusted using the Benjamini and Hochbery FDR correction. Genes were categorized according to specific molecular functions, cellular components, and biological processes.

**Figure 2:**
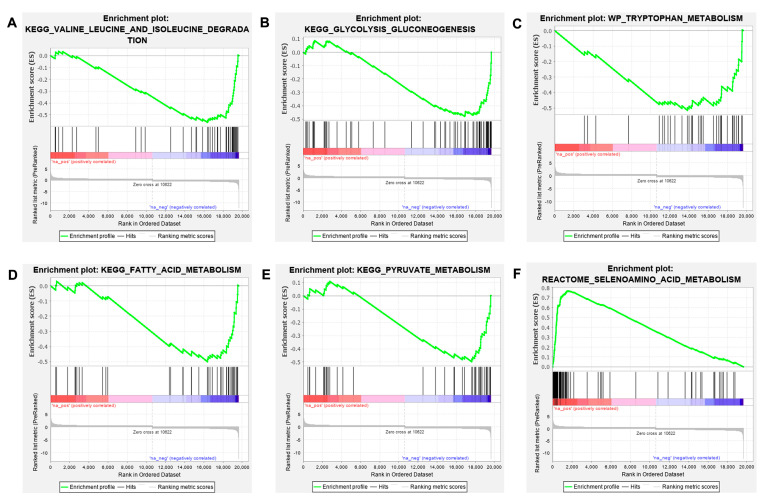
GSEA analysis of the enriched signaling pathways associated with metabolism in *tlr2* wild type and mutant zebrafish larvae. (**A**–**E**) GSEA analysis results for *tlr2* wild type zebrafish larvae group. (**F**) GSEA analysis results for *tlr2* mutant zebrafish larvae group. The gene set C2 (cp.kegg.v.6.2.symbols.gmt) database was used to analyze the whole gene expression dataset of the *tlr2* mutant zebrafish and its wild type control group. For more detailed information see Tables S3 and S4.

**Figure 3:**
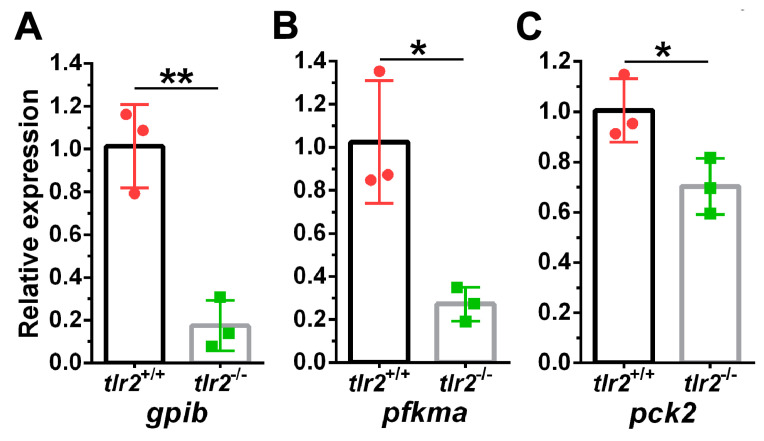
qPCR validation of genes from glycolysis and gluconeogenesis pathway. (**A**) *gpib*. (**B**) *pfkma* (**C**) *pck2*. The information of the genes is shown in Table 1. * represents *p* < 0.05; ** represents *p* < 0.01.

**Figure 4:**
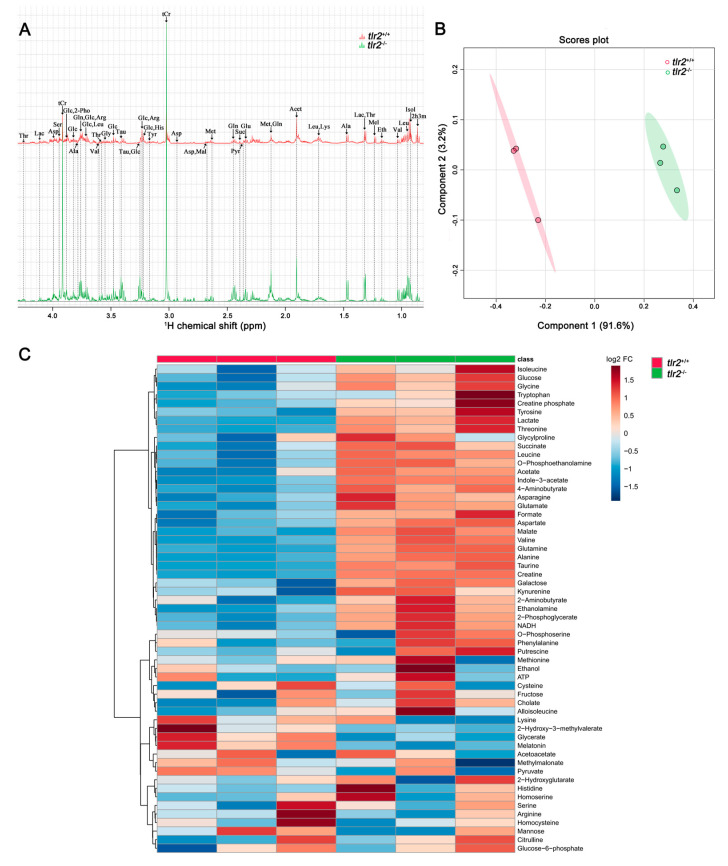
Metabolic profiles of *tlr2* mutant zebrafish larvae measured by NMR and analysis by PLS-DA and heatmap clustering. (**A**) The representative one-dimensional ^1^H NMR spectra of *tlr2* wild type and mutant zebrafish larvae measured by NMR spectrometry. Spectra from chemical shift 0.8 to 4.3 were assigned to specific metabolites. *Thr* threonine, *Lac* lactate, *Asp* aspartate, *Ser* Serine, *tCr* total creatine (creatine + phosphocreatine), *Glc* Glucose, *2-Pho* 2-Phosphoglycerate, *Ala* alanine, *Gln* glutamine, *Arg* arginine, *Leu* leucine, *Val* valine, *Gly* glycine, *Tau* taurine, *His* Histidine, *Tyr* tyrosine, *Mal* Malate, *Met* Methionine, *Suc* Succinate, *Pyr* Pyruvate, *Glu* glutamate, *Acet* Acetate, *Lys* lysine, *Mel* Melatonin, *Eth* Ethanol, *Isol* Isoleucine, *2h3m* 2-Hydroxy-3-methylvalerate. (**B**) PLS-DA analysis of *tlr2* wild type and mutant zebrafish larvae groups. *N* = 3, each replicate represents 120 pooled larvae. (**C**) Heatmap analysis of 57 metabolites detected in *tlr2* wild type and mutant groups. *N* = 3, each replicate represents 120 pooled larvae. FC represents fold change in *tlr2^−/−^* versus *tlr2^+/+^* zebrafish larvae. For more detailed information on significantly differentially expressed metabolites see Table S5.

**Figure 5:**
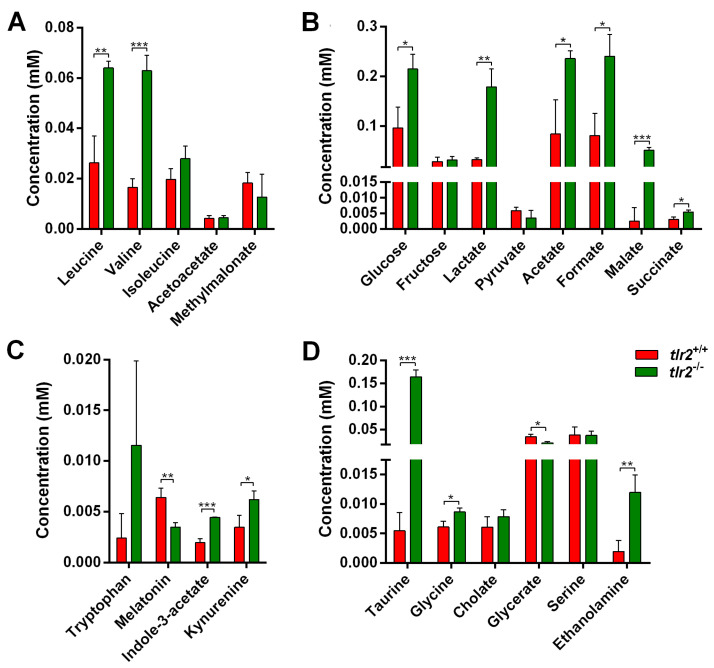
Quantitation of metabolites belonging to four significantly enriched metabolism-related pathways in *tlr2* mutant zebrafish larvae. (**A**) The concentration of the metabolites in the valine, leucine, and isoleucine degradation pathway. (**B**) The concentration of the metabolites in the glycolysis and gluconeogenesis pathway. (**C**) The concentration of the metabolites in the tryptophan metabolism pathway. (**D**) The concentration of the metabolites in the fatty acid metabolism pathway. *N* = 3; * represents *p* < 0.05; ** represents *p* < 0.01; *** represents *p* < 0.001.

**Figure 6:**
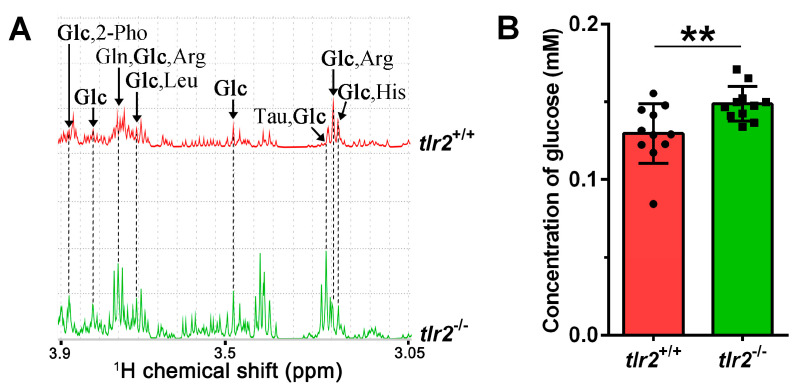
Glucose concentration measurements in zebrafish larvae. (**A**) One-dimensional ^1^H NMR spectra of glucose in *tlr2* wild type and mutant zebrafish larvae. *Glc* Glucose, *2-Pho* 2-Phosphoglycerate, *Gln* glutamine, *Arg* arginine, *Leu* leucine, *Tau* taurine, *His* Histidine. (**B**) Measurement of the glucose concentration from *tlr2* wild type and mutant groups by using glucose kit. Dots and blocks represent individual sample, sample size *N* = 11, each replicate represents five pooled larvae. ** represents *p* < 0.01.

**Figure 7:**
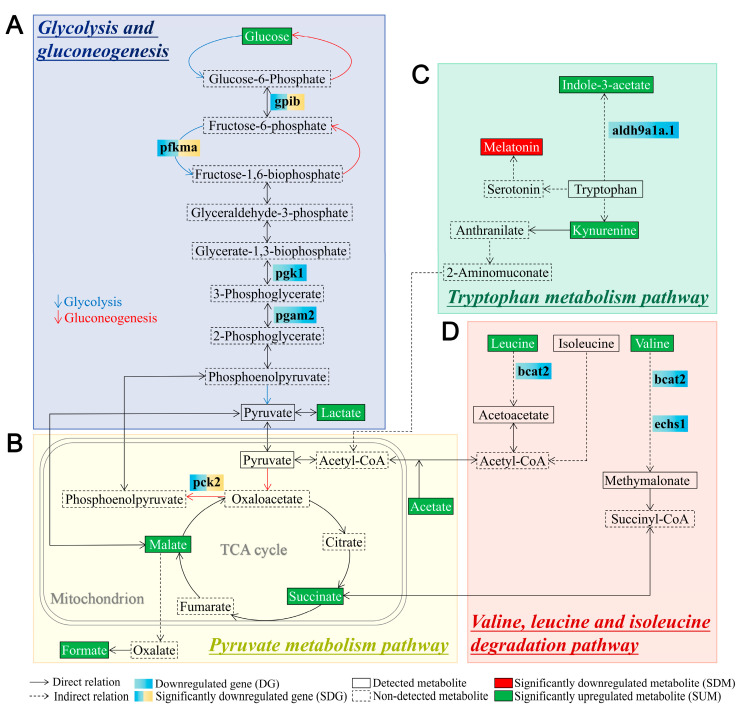
Schematic diagram of differentially expressed metabolites and genes in the significantly enriched signaling pathways associated with metabolism in *tlr2* mutant zebrafish larvae compared to wild type control. (**A**) Glycolysis and gluconeogenesis pathway. (**B**) Pyruvate metabolism pathway. (**C**) Tryptophan metabolism pathway. (**D**) Valine, leucine, and isoleucine degradation pathway. The notes for each icon in the diagram are at the bottom of the diagram. For RNAseq data, setting the *S* value ≤ 0.005 as the cutoff to find significantly expressed genes. For NMR data, significance was established at *p* < 0.05. The genes shown in blue boxes are non-significant downregulated genes in *tlr2* mutant larvae (log2 fold change level and *S* value of *pgk1* is -0.59 and 0.022, *pgam2*: −0.50, 0.061, *aldh9a1a.1*: −0.56, 0.014, *bcat2*: −0.45, 0.089, *echs1*: −0.73, 0.024. Table S2).

**Table 1:** Downregulated genes in glycolysis and gluconeogenesis pathways in *tlr2*^−/−^ versus *tlr2*^+/+^ zebrafish larvae groups.

No.	ENSEMBL ID	Gene Symbol	Gene Name	Log2 Fold Change	*S* Value
1	ENSDARG00000103826	*gpib*	glucose-6-phosphate isomerase b	−1.57	3.24 × 10^−5^
2	ENSDARG00000014179	*pfkma*	phosphofructokinase, muscle a	−1.05	0.00363
3	ENSDARG00000020956	*pck2*	phosphoenolpyruvate carboxykinase 2	−1.80	0.00239

## Data Availability

The RNAseq data are under submission in the NCBI GEO database.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biology12020323/s1, Table S1: Sequences of primers used in qPCR reactions; Table S2: 149 differential expressed genes (DEGs) in *tlr2^−/−^* versus *tlr2^+/+^* zebrafish larvae groups; Table S3: Top 10 significantly enriched pathways in *tlr2^+/+^* larvae by GSEA analysis; Table S4: Top 10 significantly enriched pathways in *tlr2^−/−^* larvae by GSEA analysis; Table S5: 29 differentially expressed metabolites in *tlr2^−/−^* versus *tlr2^+/+^* zebrafish larvae groups.

# Supplementary material for: Transcriptomic and Metabolomic Studies Reveal That Toll-like Receptor 2 Has a Role in Glucose-Related Metabolism in Unchallenged Zebrafish Larvae (Danio rerio)
**Source:** Biology (Basel). 2023 Feb 16;12(2):323. doi: 10.3390/biology12020323
**Supplement:** Supplementary file 1

Table S1. Sequences of primers used in qPCR reactions

Primers	Sequences	Application
<i>gpib</i> -F	5'...ATCATCGCATCCAAGACA...3'	qPCR
<i>gpib</i> -R	5'...GTGGCAGACCATAGGGAG...3'	qPCR
<i>pfkma</i> -F	5'...ATCCTGAACGTGGGTGCT...3'	qPCR
<i>pfkma</i> -R	5'...GTTCCCTGTCCAATCTC...3'	qPCR
<i>pck2</i> -F	5'...AGTGCTTTGCTCTTCGTATTG...3'	q-PCR
<i>pck2</i> -R	5'...CACCTGAGGATTTGTGATTG...3'	qPCR
<i>ppial</i> -F	5'...TGAGCCGCAACAGTAATC...3'	Reference
<i>ppial</i> -R	5'...AAGGGAAAAGGAAGTGAAAG...3'	Reference

Table S2. 149 differential expressed genes (DEGs) in *tlr2*^{-/-} versus *tlr2*^{+/+} zebrafish larvae groups.

Ensembl ID	Gene name	log2 Fold Change	Svalue	zfin ID
ENSDARG00000111312	pabpc4	-11.50886308	4.85E-05	ZDB-GENE-030131-9663
ENSDARG00000094732	mical3b	-3.650047838	4.02E-13	ZDB-GENE-050211-1
ENSDARG00000086107	MTERF1	-2.608449278	6.87E-05	
ENSDARG00000097635	wu:fb18f06	-2.382020806	0.000325116	ZDB-GENE-030131-261
ENSDARG00000112325	ankrd29	-2.37796162	0.002841557	ZDB-GENE-050208-655
ENSDARG00000102185	PCDH8	-2.232158033	0.000494177	ZDB-GENE-120215-215
ENSDARG00000023900	casd1	-2.15233006	0.00012233	ZDB-GENE-060503-329
ENSDARG00000069085	ints2	-1.966907862	0.001856366	ZDB-GENE-050522-148
ENSDARG00000035043	pfdn5	-1.895289969	0.001392597	ZDB-GENE-030131-6858
ENSDARG00000062363	phex	-1.862050992	0.000367465	ZDB-GENE-030103-2
ENSDARG00000036076	heatr3	-1.847085627	0.004946941	ZDB-GENE-040426-1876
ENSDARG00000020956	pck2	-1.798342381	0.002386872	ZDB-GENE-040426-2266
ENSDARG00000007344	tcap	-1.724504939	0.001953038	ZDB-GENE-070501-5
ENSDARG00000069269	wdr35	-1.717885571	0.004152186	ZDB-GENE-060810-148
ENSDARG00000012140	ccnl1b	-1.697296922	9.27E-05	ZDB-GENE-030131-4813
ENSDARG00000020212	slc1a1	-1.63319199	0.001648019	ZDB-GENE-040718-414
ENSDARG00000074680	rims1a	-1.618739134	0.002337767	ZDB-GENE-090312-135
ENSDARG00000103826	gpib	-1.571970434	3.24E-05	ZDB-GENE-020513-3
ENSDARG00000093658	tm7sf3	-1.567456266	0.000265324	ZDB-GENE-030131-1770
ENSDARG00000041895	cad	-1.533319317	0.000229391	ZDB-GENE-021030-4
ENSDARG00000053222	asb5b	-1.518376915	0.00394881	ZDB-GENE-050417-271
ENSDARG00000042892	paip1	-1.51094519	0.000514962	ZDB-GENE-040801-247
ENSDARG00000027649	cpsf3	-1.453183989	0.002684177	ZDB-GENE-030131-3275
ENSDARG00000104835	map3k4	-1.434843344	0.000131865	ZDB-GENE-990603-4
ENSDARG00000039269	arg2	-1.434623812	0.000103138	ZDB-GENE-030131-1334
ENSDARG00000030537	psmc1a	-1.412975187	0.001100234	ZDB-GENE-030131-8730
ENSDARG00000040985	itgbl1	-1.408737717	0.00375369	ZDB-GENE-050522-410
ENSDARG00000008363	mcl1b	-1.389134145	0.001357441	ZDB-GENE-030825-1
ENSDARG00000004930	lmo7a	-1.339174696	0.000180495	ZDB-GENE-030219-74
ENSDARG00000026634	ehmt1b	-1.32028779	0.001462314	ZDB-GENE-080515-3
ENSDARG00000093768	prr18	-1.307904661	0.000303383	ZDB-GENE-081107-6
ENSDARG00000116161	trip12	-1.300353357	0.002435134	ZDB-GENE-041111-262
ENSDARG00000002745	tdh	-1.297655367	1.15E-05	ZDB-GENE-040426-2379
ENSDARG00000090369	zgc:86896	-1.275307853	2.78E-05	ZDB-GENE-040625-80
ENSDARG00000020711	rrm2	-1.259997735	0.001812058	ZDB-GENE-990415-25
ENSDARG00000104028	si:dkey-74k8.3	-1.213805257	0.001323098	ZDB-GENE-141222-20
ENSDARG00000071445	myoz1b	-1.193692113	0.001193759	ZDB-GENE-040718-146
ENSDARG00000101362	mibp	-1.16819841	0.002001775	ZDB-GENE-030404-1
ENSDARG00000076066	march6	-1.05686572	0.000976824	ZDB-GENE-070912-530

ENSDARG00000014179	pfkma	-1.054113785	0.00362629	ZDB-GENE-040912-135
ENSDARG00000076667	ccng1	-1.029350676	0.000203098	ZDB-GENE-020322-1
ENSDARG00000059070	gars	-0.985407815	0.003399213	ZDB-GENE-030131-9174
ENSDARG00000007216	abce1	-0.980665904	0.002288344	ZDB-GENE-040426-1995
ENSDARG00000009136	tp53bp2a	-0.978283727	0.00456419	ZDB-GENE-040516-8
ENSDARG000000104267	postnb	-0.954685124	0.001728197	ZDB-GENE-030131-9120
ENSDARG000000037559	uba1	-0.951795928	0.002098331	ZDB-GENE-040426-2009
ENSDARG00000070043	dars	-0.949478772	0.000584858	ZDB-GENE-061110-135
ENSDARG00000005908	clk4b	-0.938504204	0.004636476	ZDB-GENE-050227-19
ENSDARG000000039502	eef1a1a	-0.92364574	0.003097816	ZDB-GENE-030131-8278
ENSDARG000000035869	azin1b	-0.917667197	0.003509696	ZDB-GENE-030121-1
ENSDARG000000102415	scinla	-0.888267996	0.002145779	ZDB-GENE-030131-2005
ENSDARG000000032575	ywhaz	-0.886185801	0.001426919	ZDB-GENE-030131-8554
ENSDARG000000014763	arf2a	-0.874375665	0.001039742	ZDB-GENE-040122-4
ENSDARG000000011510	rcc2	-0.864013114	0.002789533	ZDB-GENE-040426-2213
ENSDARG000000036427	slc3a2a	-0.862452704	0.001534392	ZDB-GENE-000831-3
ENSDARG000000012505	u2af2a	-0.859597877	0.003296305	ZDB-GENE-050706-131
ENSDARG000000013755	actn3a	-0.846336643	0.001008642	ZDB-GENE-000329-9
ENSDARG000000006766	snd1	-0.835038259	0.002240737	ZDB-GENE-030131-3124
ENSDARG000000053810	hnrbpc	-0.811196091	0.004792526	ZDB-GENE-040426-2043
ENSDARG000000009881	ier5	-0.795401148	0.003452196	ZDB-GENE-030616-127
ENSDARG000000044526	camk1ga	0.722898297	0.004287985	ZDB-GENE-030131-7594
ENSDARG000000103498	epd	0.835312342	0.004084159	ZDB-GENE-980526-111
ENSDARG000000016181	trim33	0.859464059	0.002893176	ZDB-GENE-030131-2773
ENSDARG000000078567	lonrf1l	0.891343304	0.004355802	ZDB-GENE-081104-397
ENSDARG000000056511	arr3a	0.907218606	0.00075928	ZDB-GENE-040718-102
ENSDARG000000099380	rpl13	0.913049041	0.004220261	ZDB-GENE-031007-1
ENSDARG000000008861	tfap2e	0.913995012	0.000822459	ZDB-GENE-040426-1455
ENSDARG000000015222	cbll1	0.93711543	0.002484589	ZDB-GENE-040426-691
ENSDARG000000022767	apobb.1	0.948168919	0.001688517	ZDB-GENE-030131-9732
ENSDARG000000044852	wbp2nl	0.951956769	0.003567714	ZDB-GENE-030131-4012
ENSDARG000000044684	rbp4l	0.956030354	0.003883762	ZDB-GENE-030131-7591
ENSDARG0000000101637	ccnd1	0.958626191	0.00334795	ZDB-GENE-980526-176
ENSDARG0000000105154	creg1	0.958820675	0.004714576	ZDB-GENE-070112-2042
ENSDARG000000077934	tegt	0.965657623	0.000853318	ZDB-GENE-030826-10
ENSDARG0000000102147	fem1c	0.976692308	0.004015451	ZDB-GENE-031008-3
ENSDARG000000104316	CABZ01078055.1	0.981499354	0.003690451	
ENSDARG000000014717	dync1h1	1.01263213	0.002584147	ZDB-GENE-030131-7050
ENSDARG000000042458	rfc4	1.01482853	0.003197451	ZDB-GENE-040824-3
ENSDARG000000038028	ndufa6	1.023404737	0.003046918	ZDB-GENE-040426-1124
ENSDARG000000099640	eed	1.040600594	0.001570851	ZDB-GENE-050417-287
ENSDARG0000000101180	mcm7	1.041069767	0.002736753	ZDB-GENE-020419-27
ENSDARG000000042535	actc1a	1.049163287	0.004495255	ZDB-GENE-040520-4
ENSDARG000000087206	cct2	1.057455245	0.003818091	ZDB-GENE-020419-6
ENSDARG000000039302	terfa	1.064344931	0.003246386	ZDB-GENE-020419-38
ENSDARG000000032296	pomp	1.064403344	0.001162289	ZDB-GENE-040801-10
ENSDARG000000099406	lrit1b	1.066999323	0.001608373	ZDB-GENE-060616-45
ENSDARG000000067966	fem1a	1.077436053	0.004425456	ZDB-GENE-030131-5824
ENSDARG000000089663	lsm3	1.082090359	0.003147929	ZDB-GENE-161207-2
ENSDARG000000087873	eevs	1.09985931	0.000656731	ZDB-GENE-131121-365
ENSDARG000000002193	rho	1.100194463	0.001767905	ZDB-GENE-990415-271
ENSDARG000000090389	ndufv3	1.121415365	0.002050292	ZDB-GENE-030131-6500
ENSDARG000000006345	med17	1.127559972	0.000731888	ZDB-GENE-040302-1
ENSDARG000000075201	inpp4b	1.128604718	0.000883321	ZDB-GENE-090312-97
ENSDARG000000076618	tm2d3	1.152316283	0.000408743	ZDB-GENE-070620-20

ENSDARG00000052840	ndufs4	1.16071928	7.62E-05	ZDB-GENE-050522-421
ENSDARG00000102558	pde6ha	1.165457384	0.00070644	ZDB-GENE-040426-1754
ENSDARG00000040557	exosc5	1.176202152	0.002634434	ZDB-GENE-060503-675
ENSDARG00000011125	snrpb	1.204146061	0.000681834	ZDB-GENE-040426-1819
ENSDARG00000036359	riox2	1.214369629	0.002193604	ZDB-GENE-040426-1283
ENSDARG00000039934	hlcs	1.224335366	0.001130432	ZDB-GENE-030131-5333
ENSDARG00000098934	rrp7a	1.226532022	0.000140871	ZDB-GENE-050417-38
ENSDARG00000103099	EARS2	1.231474585	0.000388234	ZDB-GENE-060825-214
ENSDARG00000092787	si:dkey-88p24.11	1.259627739	0.002944792	ZDB-GENE-030131-8991
ENSDARG00000086453	cx52.9	1.264161403	0.002995968	ZDB-GENE-040426-2421
ENSDARG00000070386	krtcap2	1.272348773	0.000791182	ZDB-GENE-060825-91
ENSDARG00000086411	srsf10b	1.282514336	0.000538685	ZDB-GENE-040426-1415
ENSDARG00000014556	serpinb1l3	1.287112273	0.000428599	ZDB-GENE-030131-7059
ENSDARG00000063914	mt-nd3	1.296136716	0.000215024	ZDB-GENE-011205-9
ENSDARG00000075883	bub3	1.302003039	6.11E-05	ZDB-GENE-041010-210
ENSDARG00000101347	CABZ01068251.1	1.308592166	0.000191176	
ENSDARG00000025581	rpl10	1.318690312	0.000346299	ZDB-GENE-030131-8656
ENSDARG00000069109	ssscal	1.330924829	0.002533847	ZDB-GENE-041010-102
ENSDARG00000100409	camlg	1.335267365	0.000472736	ZDB-GENE-040426-2407
ENSDARG00000089362	grn1	1.423718291	0.001224971	ZDB-GENE-060103-1
ENSDARG00000013726	ap4b1	1.435379757	0.000112923	ZDB-GENE-040426-1284
ENSDARG00000026759	ldlr	1.46417277	3.71E-05	ZDB-GENE-040426-1254
ENSDARG00000029204	tyrp1a	1.474365614	2.00E-05	ZDB-GENE-070718-2
ENSDARG00000013921	frya	1.536832985	0.000913177	ZDB-GENE-060510-4
ENSDARG00000087401	slc25a34	1.589549351	0.000149647	ZDB-GENE-040426-1442
ENSDARG00000090544	CABZ01085658.1	1.627872459	0.000169904	
ENSDARG00000077368	slc30a6	1.660849318	1.44E-05	ZDB-GENE-040426-1838
ENSDARG00000103464	pggt1b	1.703944502	3.57E-07	ZDB-GENE-050913-85
ENSDARG00000020239	lpin1	1.717408873	0.001070018	ZDB-GENE-080722-2
ENSDARG00000046024	pym1	1.755277237	2.14E-07	ZDB-GENE-040426-1464
ENSDARG00000017367	rhbdf1b	1.836021455	1.07E-07	ZDB-GENE-130531-6
ENSDARG00000113649	actb1	1.881919676	1.71E-05	ZDB-GENE-000329-1
ENSDARG00000041304	trak1a	1.950389019	0.000944202	ZDB-GENE-100922-182
ENSDARG00000020845	tns1b	2.050211491	0.00015886	ZDB-GENE-030131-6933
ENSDARG00000070834	taf13	2.116550061	3.38E-09	ZDB-GENE-030131-2873
ENSDARG00000111458	wu:fi09b08	2.216227623	0.001256655	ZDB-GENE-030131-5630
ENSDARG00000105341	si:dkey-9l20.3	2.322966385	4.15E-05	ZDB-GENE-090313-369
ENSDARG00000101799	si:ch1073-82l19.1	2.335118093	0.004870059	ZDB-GENE-030131-5941
ENSDARG00000112284	AL935186.7	2.51913611	8.50E-06	
ENSDARG00000116076	FO704772.2	3.346671885	2.17E-06	
ENSDARG00000012306	syt13	3.673025499	0.000450768	ZDB-GENE-050417-135
ENSDARG00000038728	ch25hl2	4.274294692	0.001498134	ZDB-GENE-080204-82
ENSDARG00000057143	nradd	5.252442372	0.000608766	ZDB-GENE-030131-2537
ENSDARG00000076104	sema4bb	5.545730168	0.001289387	ZDB-GENE-120503-1
ENSDARG00000094605	si:ch211-154e10.1	5.657330342	8.43E-05	ZDB-GENE-081104-136
ENSDARG00000079884	trim107	6.043260797	0.000282885	ZDB-GENE-110919-5
ENSDARG00000117149	neurod4	8.602986421	7.78E-08	ZDB-GENE-030730-1
ENSDARG00000052610	olig4	8.842947263	3.61E-08	ZDB-GENE-030131-3580
ENSDARG00000109439	gucy1a1	8.879578498	0.001903355	ZDB-GENE-050417-230
ENSDARG00000115893	BX004787.1	9.71693913	0.000631992	
ENSDARG00000058464	rasd3	9.759533075	0.000562081	ZDB-GENE-060818-9
ENSDARG00000114428	slc35c2	10.28750789	0.000247448	ZDB-GENE-030131-2202
ENSDARG00000115748	BX322566.3	11.30635592	5.49E-05	
ENSDARG00000115484	clta	12.13298202	2.31E-05	ZDB-GENE-040426-1986
ENSDARG00000110705	srsf7a	12.9219612	4.89E-06	ZDB-GENE-040426-1798

Table S3. Top 10 significantly enriched pathways in *tlr2*^{+/+} larvae by GSEA analysis

Name	Systematic name	NES	FDR q-value	Description
KEGG_VALINE_LEUCINE_AND_ISOLEUCINE_DEGRADATION	M11835	-3.18239	0	Amino acid metabolism
KEGG_GLYCOLYSIS_GLUconeogenesis	M11521	-3.06106	0	Carbohydrate metabolism: Glycolysis is the process of converting glucose into pyruvate and generating small amounts of ATP (energy) and NADH (reducing power).
WP_TRANSLATION_FACTORS	M3942	-2.99138	7.41E-04	Protein synthesis is the ultimate step of gene expression and a key control point for regulation. In particular, it enables cells to rapidly manipulate protein production without new mRNA synthesis, processing, or export. This pathway gives an overview of the translation factors involved in this process.
SHEPARD_CRASH_AND_BURN_MUTANT_UP	M1082	-2.91601	0.003629	Human orthologs of BMYB target genes in zebra fish, identified as commonly changed in the BMYB loss of function mutant crb ('crush and burn') and after knockdown of BMYB by morpholino.
RHEIN_ALL_GLUcOCORTICOID_THERAPY_DN	M1859	-2.8598	0.007154	Genes down-regulated in ALL (acute lymphoblastic leukemia) blasts after 1 week of treatment with glucocorticoids.
MARKEY_RB1_ACUTE_LOF_UP	M15606	-2.78584	0.014707	Genes up-regulated in adult fibroblasts with inactivated RB1 by Cre-lox: acute loss of function (LOF) of RB1.
WP_TRYPTOPHAN_METABOLISM	M39500	-2.76486	0.015475	This pathway describes the metabolism of tryptophan, an essential amino acid.
KEGG_FATTY_ACID_METABOLISM	M699	-2.7604	0.013819	Lipid metabolism
MANALO_HYPOXIA_DN	M18562	-2.74929	0.013652	Genes down-regulated in response to both hypoxia and overexpression of an active form of HIF1A.
KEGG_PYRUVATE_METABOLISM	M7934	-2.72468	0.015652	Carbohydrate metabolism

Note: NES: Normalized Enrichment Score. FDR q-value: False Discovery Rate method of correction for multiple testing. Setting the FDR q-value < 0.01 as the cutoff to find significantly enriched gene sets.

Table S4. Top 10 significantly enriched pathways in *tlr2*^{-/-} larvae by GSEA analysis

Name	Systematic name	NES	FDR q-value	Description
WP_CYTOPLASMIC_RIBOSOMAL_PROTEINS	M39495	5.488139	0	Translation
KEGG_RIBOSOME	M189	5.351484	0	Ribosome
REACTOME_SELENOAMINO_ACID_METABOLISM	M27170	5.340363	0	Metabolism Selenoamino acids
REACTOME_SRP_DEPENDENT_COTRANSLOCATIONAL_PROTEIN_TARGETING_TO_MEMBRANE	M567	5.257831	0	Translation
REACTOME_EUKARYOTIC_TRANSLATION_ELONGATION	M29556	5.246786	0	Translation
REACTOME_RESPONSE_OF_EIF2AK4_GCN2_TO_AMINO_ACID_DEFICIENCY	M27686	5.224345	0	Cellular response to starvation
REACTOME_INFLUENZA_INFECTION	M4669	5.158294	0	Infectious disease
REACTOME_NONSENSE_MEDIATED_DECAY_NMD	M1067	4.971412	0	The Nonsense-Mediated Decay (NMD) pathway activates the destruction of mRNAs containing premature termination codons (PTCs)
REACTOME_EUKARYOTIC_TRANSLATION_INITIATION	M27686	4.818882	0	Translation
REACTOME_REGULATION_OF_EXPRESSION_OF_SLITS_AND_ROBOS	M27876	4.58654	0	Expression of SLIT and ROBO proteins is regulated at the level of transcription, translation and protein localization and stability.

Note: NES: Normalized Enrichment Score. FDR q-value: False Discovery Rate method of correction for multiple testing. Setting the FDR q-value < 0.01 as the cutoff to find significantly enriched gene sets.

Table S5. 29 differentially expressed metabolites in *tlr2*^{-/-} versus *tlr2*^{+/-} zebrafish larvae groups.

HMDB ID	Metabolite name	log2 Fold Change	P value
HMDB0001389	Melatonin	-0.870716983	0.00737003
HMDB0000139	Glycerate	-0.730487799	0.0170277
HMDB0000123	Glycine	0.501108449	0.0212432
HMDB0000650	2-Aminobutyrate	0.647698256	0.0438577
HMDB0000684	Kynurenine	0.838719093	0.0325465
HMDB0000254	Succinate	0.849757364	0.0134592
HMDB0000362	2-Phosphoglycerate	0.906744196	0.00293618
HMDB0001487	NADH	1.053637964	0.00429618
HMDB0000122	Glucose	1.150958365	0.0162585
HMDB0000197	Indole-3-acetate	1.172639386	0.000367466
HMDB0000224	O-Phosphoethanolamine	1.227068909	0.00368356
HMDB0000112	4-Aminobutyrate	1.237098354	0.000957455
HMDB0000687	Leucine	1.285589984	0.00402587
HMDB0033780	Asparagine	1.36962882	0.00999398
HMDB0000042	Acetate	1.478717078	0.0205411
HMDB0000191	Aspartate	1.557556343	0.00267089
HMDB0304356	Formate	1.563109087	0.0116735
HMDB0000143	Galactose	1.590993483	0.0118101
HMDB0000148	Glutamate	1.723693237	0.00287398
HMDB0000167	Threonine	1.833003509	0.00334483
HMDB0000883	Valine	1.924776666	0.000342496
HMDB0000161	Alanine	2.054707706	0.000136682
HMDB0003423	Glutamine	2.186947544	0.000247798
HMDB0000158	Tyrosine	2.388317711	0.0184276
HMDB0000190	Lactate	2.446310033	0.00222552
HMDB0000149	Ethanolamine	2.629859039	0.00782938
HMDB0000064	Creatine	2.655119001	< 0.0001
HMDB0000156	Malate	4.375734539	0.0002337
HMDB0000251	Taurine	4.91040508	< 0.0001

How the deposited data were processed for this re-analysis (not part of the article)

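RNA of whole larvae at 5 dpf was sequenced in 3 biological replicates of each genotype, from fish bred by single crosses. The p-values measure the spread between these samples, and no libraries were merged or left out of the main comparison. Each sample holds larvae of a cross, and wild type and mutant larvae came from separate parents. A difference shared by the parents of a genotype, such as alleles linked to tlr2, therefore cannot be told apart from the mutation. The authors made the estimated counts with Salmon v1.2.1 against GRCz11, and these are reads per transcript that are not whole numbers where transcripts share reads. The authors deposited TPM values from the same Salmon run, scaled for transcript length and library size. The mean signal of each gene in the authors' deposited table is a mean over the 6 libraries of counts divided by normalization factors of DESeq2 v1.24.0. The log2 fold changes in the authors' deposited table are shrunken with apeglm. In place of a p-value, the authors deposited s-values, which bound the share of wrong signs among the genes called. The options of Salmon, the annotation release and the import of transcripts into genes are not given in the sources used here.

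The deposited tables name transcripts, and the table of genes names genes. A gene was joined to the neighbouring transcript rows, up to 40, whose normalized counts give the authors' mean with a relative difference under 1e-12. This joined 21079 of 23956 genes with a mean above 0, 12544 from 1 transcript row and 8535 from several. The largest relative difference was 7.1e-15, 8 ambiguous matches were left out, and no gene matched after the means were shifted. Another 2873 genes had reads in 1 library, and their counts, solved from the table, were used only in DESeq2 with length offsets. Gene names come from a table of gene IDs and symbols, and 4758 joined genes share their symbol with another entry. An older symbol, ppial, was found as ppiab through RefSeq annotation of GRCz12tu, another assembly, which was used for names alone.

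Estimated counts were summed per gene and rounded. Genes were kept with the default filter of edgeR 4.0.16, scaled with TMM factors, fitted with its robust quasi-likelihood model with genotype as the only factor, and called at a Benjamini-Hochberg adjusted p under 0.05. CPM values use the TMM factors, and SD is over 3 libraries. The standard error of an edgeR log2 fold change is its size divided by the square root of the F statistic. The exact permutation test of a single gene is two-sided, and its smallest p is 0.1. Gene lists of pathways, responses and cell types were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01, adjusted over 46 lists with at least 5 tested entries. The lists were written from general knowledge in zebrafish symbols. Those of the paper's pathways were chosen for results that it reports from these same libraries. R 4.3.3, DESeq2 1.42.0, apeglm 1.24.0, fgsea 1.28.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were also used, with random seed 7.

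Genes named are those the paper names, genes past the adjusted threshold, up to 4 members with the smallest p of each list described, and the 5 of largest change in each direction in Table S2, whose values were seen before this rule was set. Alternatives were RLE scaling, no filter, a mean CPM of at least 1, length offsets, summed entries of a symbol, loess offsets against transcript length with a span of 0.3, the replicate number as a block, leaving out each library, transcripts instead of genes, DESeq2 with Wald tests or with apeglm at an s-value of at most 0.005, limma-trend on log2(TPM + 1), and for lists an estimated correlation, fry and preranked fgsea. Wild type replicate 3 alone, voom with sample weights and DESeq2 with length offsets and 3 kinds of dispersion trend were added after the data were seen, and the single library is assumed to vary like the mutant libraries.

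The fits were tested on simulated data with 200 changed genes and the spread of these libraries. edgeR recovered 0% of changes of 2-fold, 52.2% of 8-fold and 74.2% of 32-fold, with 5 false calls, and DESeq2's Wald test recovered 7.46%, 61.2% and 81.8% with 104 false calls. DESeq2 with apeglm, run without length offsets, called 229 genes with a parametric trend, 123 of them not among the changed genes. With a local trend it called 331, 222 of them not among the changed genes. With a dispersion of 0.04, edgeR recovered 59.7%, 100% and 100%. At that small spread 106 of 293 calls of DESeq2 with apeglm were not among the changed genes with a parametric trend, and 194 of 383 with a local trend. An s-value bounds wrong signs, not unchanged genes that are called, and the setting that gave the paper's genes used length offsets. These runs therefore cannot give the share of false calls among the paper's genes. Of 5 lists shifted by 0.5 on the log2 scale camera recovered 1 at the spread of these libraries and 5 at the small spread, with no false call. The simulated genes varied independently, while the median estimated correlation within the real lists was 0.116. The simulation therefore cannot show how many false calls camera makes here. Quantitative PCR, metabolite and glucose measurements were not analysed here.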

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

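The tests of entries that share a symbol, of strain variants, of splits for entries without reads, of the genotype as the origin of fewer detected genes and of transcript length were chosen after the result was seen.

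Outside Table S2, 20 gene entries had no read in the libraries of one genotype and at least 20 reads in each library of the other, of 28 such entries in all, a signal in genes the paper does not discuss. Another entry of the same symbol exists for 71.4% of the 28 entries and for 16.2% of all joined genes (Fisher's exact test, two-sided, p = 1.18e-10). For 14 entries the others of the symbol move the opposite way, by sign alone and whatever the size. Both entries of rasd3 are among the 28 and each is the other's partner, so the entries are not independent as the test assumes. Reads divided between entries of the same symbol are a candidate explanation, but the median size of the log2 fold change of the summed counts was 0.712 (quartiles 0.316 to 0.954), which leaves it open. A strain variant against the reference also stays open, for which the 8 entries without another entry would need the genome. The splits are too few for a share under 0.05, with 28 entries in the real split, 5 splits at least as large with the real one included, and 113 in the highest other, wild type replicates 1 and 2 with mutant replicate 2, which points to a structure of the samples.

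Wild type replicates 1 and 2 had fewer genes with at least 10 reads than the other 4 libraries. Library depth is argued against, since the higher of both had 12549 such genes after thinning to the smallest library, below the lowest of the others, and a few genes taking most of the counts are argued against as well, with 12445 such genes after 27 top genes were left out. The genotype stays open, since wild type replicate 3, with 18331 genes after thinning, is 1 library and lies outside the pattern by its definition. A wrong label of wild type replicate 3, the handling of the libraries and the parents of the crosses were not tested and stay open. The paper's quantitative PCR, scaled to ppial, gave lower gpib, pfkma and pck2 in mutant larvae. That reference, ppiab here, had a log2 fold change of 1.015 that did not pass the adjusted threshold, so it is not known to be equal between the genotypes. The paper's NMR separated the genotypes in a discriminant analysis, which is fitted to the group labels. In wild type replicate 3, gpib, pfkma, pck2 (in its Table S2 entry) and pgk1, though not pgam2, lay above every mutant library. This does not settle the label of that library.

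Compared with all other genes, ribosomal protein genes were higher and those of 5 metabolic pathways lower as lists in the mutant larvae with camera. They did not pass camera with an estimated correlation (adjusted p = 0.945 and adjusted p = 0.419 to 0.578). The ribosomal proteins did not pass camera without wild type replicate 3 (adjusted p = 0.962). Transcript length bias as the whole cause is argued against, since 5 of these 6 lists passed in their direction with loess offsets against length. Glycolysis and gluconeogenesis did not (adjusted p = 0.0863 from camera), with its median going from -0.28 to -0.22. A part of wild type replicates 1 and 2 in the pattern stays open, since against wild type replicate 3 alone, 1 library that is assumed to vary like the mutant libraries, 5 of the 6 medians kept their sign, the ribosomal proteins went from 0.56 to 1.38 and pyruvate metabolism from -0.38 to -0.27, and the other 4 lists fell under 0.5 times their size or changed sign (tryptophan metabolism went from -0.47 to -0.16). The splits are too few for a share under 0.05, with 15 lists in the real split, 4 splits at least as large with the real one included, and 25 lists in the highest other, wild type replicates 1 and 2 with mutant replicate 1. For single genes they are also too few, with 1 gene in edgeR against 3 in the highest other split (5 splits at least as large with the real one included), and 149 genes with DESeq2, apeglm, length offsets and a local dispersion trend against 161 (2 with the real one included).

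7 lists for which the paper reports no result from these libraries also passed camera, although its Discussion mentions, from earlier studies, genes of neuronal development and the migration of neutrophils. Genes of cytosolic aminoacyl-tRNA synthetases were lower (median log2 fold change -0.38, 19 of 22 entries negative, adjusted p = 0.00188, adjusted p = 0.419 with an estimated correlation). Heat shock response genes were lower (median log2 fold change -0.43, 20 of 24 entries negative, adjusted p = 0.00415, adjusted p = 0.419 with an estimated correlation), and did not pass without wild type replicate 2 (adjusted p = 0.119). Genes of the unfolded protein response were lower (median -0.34, 15 of 19 entries negative, adjusted p = 0.0244, adjusted p = 0.419 with an estimated correlation), although wild type replicate 1 lay below every mutant library, at -0.514 from the mean of the list over the libraries on the log2 scale. Neutrophil genes were lower (median -0.50, 12 of 17 entries negative, adjusted p = 0.0268, adjusted p = 0.419 with an estimated correlation), although wild type replicate 2 lay below every mutant library, at -0.335 on the same scale. Genes of the exocrine pancreas were higher (median 0.61, 21 of 23 entries positive, adjusted p = 0.019, adjusted p = 0.931 with an estimated correlation), although wild type replicate 1 had the highest mean of the list, 1.41 above its mean over the libraries on the log2 scale. Circadian clock genes were higher (median 0.50, 31 of 39 entries positive, adjusted p = 0.0244, adjusted p = 0.931 with an estimated correlation), with wild type replicate 3 above every mutant library. Genes of neurons were higher (median 0.42, 41 of 59 entries positive, adjusted p = 0.0307, adjusted p = 0.945 with an estimated correlation), again with wild type replicate 3 above every mutant library. The last 5 of these lists no longer passed when 1 of several libraries was left out, with adjusted p values up to 0.198 for the unfolded protein response without wild type replicate 2, 0.722 for neutrophils without wild type replicate 1, 0.998 for the exocrine pancreas without wild type replicate 3, 0.234 for the circadian clock without wild type replicate 1 and 0.674 for neurons without wild type replicate 1.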

How the results depend on the processing

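The comparisons with wild type replicate 3 alone, with voom and sample weights and with length offsets and 3 kinds of dispersion trend in DESeq2 were chosen after the result was seen, and where a result moved below, the cause was not tested. Wild type replicate 3, alone in its group, is assumed to vary like the mutant libraries.

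The number of genes past the threshold, 1 in edgeR with TMM scaling, was also 1 with RLE scaling, length offsets and loess offsets against length. It was 3 without a low-count filter, 0 with a mean CPM of at least 1 (667 genes at an unadjusted p under 0.05), 0 with copies of one symbol summed (605), 0 per transcript (699), 7 with limma-trend on log2(TPM + 1), 39 with DESeq2's Wald test and 35 with DESeq2 and apeglm. It was 3 with voom and sample weights, 758 for wild type replicate 3 alone against the mutant larvae, and with apeglm and length offsets 65, 149 and 450 with a parametric trend, a local trend and a mean dispersion. Leaving out each library gave 0 to 5 genes, the 0 without wild type replicate 3 (2923 genes at an unadjusted p under 0.05).

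Of the genes of Table S2, 1 was called in edgeR, and 3 were called without a filter, 0 with a mean CPM of at least 1, 0 with copies summed, 3 with limma-trend, 2 with voom, 18 with the Wald test, 31 with apeglm, 71 against wild type replicate 3 alone, 60, 149 and 89 with the 3 dispersion settings in the order above, and 0 to 3 when a library was left out. Leaving out a library with the local trend called 445, 316 and 2416 genes without wild type replicates 1, 2 and 3, and 84, 51 and 108 without mutant replicates 1, 2 and 3. Members of the 46 lists past the threshold were 0 in edgeR, 1 without a filter, 2 with limma-trend, 1 with voom, 4 with the Wald test, 9 with apeglm, 166 against wild type replicate 3 alone, 17, 39 and 47 with the 3 dispersion settings, and 0 to 3 when a library was left out.

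No source used here says whether the replicate numbers pair the samples. With the replicate number as a replicate block, 64 genes passed (55 higher and 9 lower), 27 of them in Table S2 and 15 members of lists, and with loess offsets and the block 22 genes passed, 22 in Table S2 and 6 members of lists. Correlations of replicates of the same number across genotypes were 0.00184, 0.0438 and 0.0566, and those of other pairs were -0.113 to 0.0737. These values are too few to settle whether the numbers pair the samples.

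Of the lists, 15 passed camera. This was 12 to 19 for the other scalings, filters, offsets, blocks, voom and fgsea on the edgeR statistic, 9 to 18 when a library was left out (9 without wild type replicate 1 and 9 without mutant replicate 3), 6 against wild type replicate 3 alone (6 higher), 0 with an estimated correlation, 0 with fry and 3 with fgsea on the authors' shrunken fold changes. Of the 5 metabolic pathways, all lower with camera, 3 were lower with loess offsets and the block, 0 against wild type replicate 3 alone, 0 with an estimated correlation, 0 with fry, 0 with fgsea on the authors' shrunken fold changes, and 1 to 5 when a library was left out (1 without wild type replicate 1, 3 without wild type replicate 2 and 2 without mutant replicate 3).

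Against wild type replicate 3 alone, lists in the other direction from camera had adjusted p values of 0.155 for glycolysis and gluconeogenesis, 0.906 for the heat shock response, 0.673 for the circadian clock, 0.763 for neutrophils and 0.71 for neurons. Ribosomal proteins had the other direction without wild type replicate 3 (adjusted p = 0.962 from camera), in a range of 1.32e-09 to 0.962 when a library was left out and 1.8e-28 to 0.962 over all settings. Across genes, which are not independent replicates, the Spearman correlation of the log2 fold change with transcript length was 0.0505, and it was -0.212 against wild type replicate 3 alone and -0.0554 to 0.163 when a library was left out.

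Single genes reversed as follows. Against wild type replicate 3 alone, log2 fold changes were 0.13 for pgam2, -0.93 for hif1aa, -0.80 for slc2a1a, -0.66 for slc2a1b and 0.063 for slc16a3. With limma-trend they were -0.059 for pck1 and -0.035 for slc2a1a, and with copies summed -0.14 for clta and -0.30 for rasd3. When a library was left out they ran from -0.51 to 0.061 for cebpb (reversed without mutant replicate 3) and from -0.22 to 3.31 for hif1aa (reversed without wild type replicate 2). They ran from -0.51 to 7.45 for slc2a1a (reversed without mutant replicate 3) and from -0.44 to 0.053 for slc16a3 (reversed without wild type replicate 1). Of 1142 values of 52 named gene entries in 22 other settings, 1129 had the direction of the edgeR fit with TMM and 13 were reversed, 108 passed a threshold that the gene did not pass in that fit and 5 no longer passed.

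The median log2 fold change of all genes, 0.02 with TMM, was 0.33 with the block, 0.32 with loess offsets and the block, 0.14 without wild type replicate 1, 0.20 without wild type replicate 3, -0.22 with limma-trend and 0.42 with voom. Not run were genes on chromosomes alone, loess offsets against GC content and changed genes near tlr2 with their windows, calls and threshold, since they need GRCz11 coordinates or sequence. A count of 0 in a library limits a gene to the floor of 3 counts for counting error only, and in wild type replicates 1 and 2 a count of 0 says less, since 5.07% and 7.22% of the genes at 5 to 20 CPM in the median of the other libraries had no read there, against 0.33% to 0.696% in the other 4 libraries.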

Differences from the paper's values

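The settings with length offsets and 3 kinds of dispersion trend in DESeq2 and the comparison with wild type replicate 3 alone were chosen after the values were seen. The paper calls 149 genes, 89 higher and 60 lower, at an s-value of at most 0.005 in DESeq2 with apeglm, and edgeR at an adjusted p under 0.05 called 1, 1 higher and 0 lower. These thresholds differ, and none of the alternatives set before the data were examined came within 1.5 times the paper's counts. At the paper's tool and threshold but without length offsets, DESeq2 with apeglm gave 35 genes. The authors' deposited means matched counts scaled for both library size and transcript length, so this run is not the paper's setting. With length offsets and a local dispersion trend, chosen after seeing the values, it gave 149 genes (89 higher and 60 lower) and dropped 0 of the paper's genes.

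The paper's log2 fold changes are shrunken. Those here are not, except with DESeq2 and apeglm, which includes the 3 added dispersion settings. For pgam2 the paper gives -0.50 and the value here was -0.97. The values without wild type replicate 1 (-0.68), without wild type replicate 2 (-0.82), without mutant replicate 1 (-0.93), without mutant replicate 3 (-0.76) and with the Wald test of DESeq2 (-0.95) lay within their standard error of the paper's, and those of the other alternatives set before the data were examined did not. For bcat2 the paper gives -0.45 and the value here was -1.01. The values with the replicate block (-0.93), with loess offsets and the block (-0.95), without wild type replicate 1 (-0.74), without wild type replicate 3 (-0.81), without mutant replicates 1, 2 and 3 (-1.04, -0.96 and -1.03) and with the Wald test (-0.96) lay within their standard error of the paper's, and those of the other alternatives set before the data were examined did not. The local trend, chosen after seeing the values and shrunken like the paper's, gave -0.50 and -0.45. For mical3b the paper gives -3.65 in Table S2 and the value here was -1.52. The value with length offsets (-3.82) lay within its standard error of the paper's, and those of the other alternatives set before the data were examined did not. All 3 added dispersion settings, chosen after seeing the values and shrunken as well, came within their standard error (-3.65 with the local trend) and called mical3b, with 60, 149 and 89 of the paper's 149 genes called with the parametric trend, the local trend and the mean dispersion.

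The paper calls gpib, pfkma and pck2 lower, and edgeR over all genes called none of them (adjusted p = 0.94, 0.9998 and 0.9998), with negative log2 fold changes for all of them. gpib was called with the replicate block (adjusted p = 0.0282), with DESeq2 and apeglm (s-value 0.00156), and with each of the 3 added dispersion settings. pfkma was called with the local trend (s-value 0.00363). pck2 was called with the local trend (s-value 0.00234) and against wild type replicate 3 alone (adjusted p = 0.0406), 1 library that is assumed to vary like the mutant libraries. The paper reports metabolic pathways as enriched in the wild type, with gene sets and cutoffs that differ from those used here. Preranked fgsea on the authors' shrunken fold changes called 0 of the 5 lists here, while camera and fgsea on the edgeR statistic called 5. With an estimated correlation between genes camera called 0 of them (adjusted p = 0.419 to 0.578), and fry called 0.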

Other observations

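No test below was chosen after the result was seen. Several genes of photoreceptors in Table S2 had higher means in the mutant larvae, without overlap between the genotypes. Table S2 was chosen on these libraries, so this separation is not independent evidence. rho, the opsin of rods, had 4595 ± 1880 CPM (SD, n = 3) in the wild type and 11410 ± 1433 CPM in the mutant larvae, and the cone genes arr3a and pde6ha had log2 fold changes of 1.01 (standard error 0.341) and 1.30 (standard error 0.418). For rbp4l the log2 fold change was 1.18 (standard error 0.404). The whole list of photoreceptors, with 37 of 67 entries positive, did not pass (median 0.15, adjusted p = 0.551 from camera).

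Genes of the cell cycle and DNA replication in Table S2 went both ways. bub3, a gene of the spindle checkpoint, had 55.8 ± 19.3 CPM in the wild type and 150 ± 11.8 CPM in the mutant larvae, and the log2 fold changes of the replication genes rfc4 and mcm7 were 1.30 (standard error 0.37) and 1.15 (standard error 0.43). rrm2, a subunit of ribonucleotide reductase, had 37.2 ± 15.5 and 12.5 ± 3.70 CPM. With the counts of its symbol summed, the log2 fold change of rrm2 went from -1.57 to -1.14. The list of cell proliferation had 24 entries positive and 27 negative (median -0.05, adjusted p = 0.491 from camera).

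ppiab, the reference gene of the paper's qPCR under an older symbol, had 881 ± 381 CPM in the wild type and 1780 ± 126 CPM in the mutant larvae, a log2 fold change of 1.01 (standard error 0.42, adjusted p = 0.9998 from edgeR), with every mutant library above every wild type library. In the authors' deposited table its shrunken log2 fold change is 0.77, with an s-value of 0.0108. hif1ab had a log2 fold change of 0.75 (standard error 0.342) without overlap, hif1aa one of 0.36 (standard error 1.67), cebpb one of -0.18 (standard error 0.371) and slc16a3 one of -0.25 (standard error 0.369). slc2a1a and slc2a1b had under 2 CPM in the mean of each genotype, and myd88, tirap and fosl1a were below the expression filter.

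Other lists did not pass camera. Medians of log2 fold changes and adjusted p were -0.19 and 0.0721 for fast skeletal muscle, -0.40 and 0.211 for slow skeletal muscle, 0.17 and 0.921 for heart muscle, -0.33 and 0.078 for skin, -0.26 and 0.107 for red blood cells, -0.06 and 0.157 for cartilage and bone, and -0.10 and 0.239 for fibroblasts. They were -0.06 and 0.198 for kidney, 0.08 and 0.461 for liver, 0.19 and 0.794 for intestine, 0.06 and 0.551 for blood vessels, -0.18 and 0.229 for lens crystallins, -0.28 and 0.321 for pigment cells, -0.18 and 0.728 for oligodendrocytes, and -0.15 and 0.921 for neural progenitors. For responses they were -0.35 and 0.121 for the amino acid response, -0.26 and 0.372 for the inflammatory response, -0.05 and 0.461 for p53 targets, 0.16 and 0.867 for Toll-like receptor signalling, 0.19 and 0.921 for hypoxia, 0.17 and 0.935 for glucocorticoids and -0.09 and 0.525 for macrophages.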
